# *PARK7*/DJ-1 deficiency impairs microglial activation in response to LPS-induced inflammation

**DOI:** 10.1186/s12974-024-03164-x

**Published:** 2024-07-16

**Authors:** Frida Lind-Holm Mogensen, Carole Sousa, Corrado Ameli, Katja Badanjak, Sandro L. Pereira, Arnaud Muller, Tony Kaoma, Djalil Coowar, Andrea Scafidi, Suresh K. Poovathingal, Maria Tziortziou, Paul M. A. Antony, Nathalie Nicot, Aurélien Ginolhac, Daniela M. Vogt Weisenhorn, Wolfgang Wurst, Aurélie Poli, Petr V. Nazarov, Alexander Skupin, Anne Grünewald, Alessandro Michelucci

**Keywords:** *PARK7*/DJ-1, Lipopolysaccharide, Microglia, Neuroinflammation, Parkinson’s disease, Microglia morphology

## Abstract

**Background:**

Specific microglia responses are thought to contribute to the development and progression of neurodegenerative diseases, including Parkinson’s disease (PD). However, the phenotypic acquisition of microglial cells and their role during the underlying neuroinflammatory processes remain largely elusive. Here, according to the multiple-hit hypothesis, which stipulates that PD etiology is determined by a combination of genetics and various environmental risk factors, we investigate microglial transcriptional programs and morphological adaptations under *PARK7*/DJ-1 deficiency, a genetic cause of PD, during lipopolysaccharide (LPS)-induced inflammation.

**Methods:**

Using a combination of single-cell RNA-sequencing, bulk RNA-sequencing, multicolor flow cytometry and immunofluorescence analyses, we comprehensively compared microglial cell phenotypic characteristics in *PARK7*/DJ-1 knock-out (KO) with wildtype littermate mice following 6- or 24-h intraperitoneal injection with LPS. For translational perspectives, we conducted corresponding analyses in human *PARK7*/DJ-1 mutant induced pluripotent stem cell (iPSC)-derived microglia and murine bone marrow-derived macrophages (BMDMs).

**Results:**

By excluding the contribution of other immune brain resident and peripheral cells, we show that microglia acutely isolated from *PARK7*/DJ-1 KO mice display a distinct phenotype, specially related to type II interferon and DNA damage response signaling, when compared with wildtype microglia, in response to LPS. We also detected discrete signatures in human *PARK7*/DJ-1 mutant iPSC-derived microglia and BMDMs from *PARK7*/DJ-1 KO mice. These specific transcriptional signatures were reflected at the morphological level, with microglia in LPS-treated *PARK7*/DJ-1 KO mice showing a less amoeboid cell shape compared to wildtype mice, both at 6 and 24 h after acute inflammation, as also observed in BMDMs.

**Conclusions:**

Taken together, our results show that, under inflammatory conditions, *PARK7*/DJ-1 deficiency skews microglia towards a distinct phenotype characterized by downregulation of genes involved in type II interferon signaling and a less prominent amoeboid morphology compared to wildtype microglia. These findings suggest that the underlying oxidative stress associated with the lack of *PARK7*/DJ-1 affects microglia neuroinflammatory responses, which may play a causative role in PD onset and progression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03164-x.

## Background

Microglia serve as the central nervous system’s primary immune effector cells. Under threatening conditions, microglia rapidly react by undergoing transcriptional, morphological and functional changes, known as “microglia activation”. This process encompasses various stages and substates, which vary depending on the context and duration of the compromising conditions, seeking to resolve the threat efficiently [52].

Parkinson’s disease (PD) is the second most common neurodegenerative disease, which involves the accumulation and aggregation of α-synuclein in the form of Lewy bodies and the progressive loss of dopaminergic neurons. The main risk factor for PD is aging and, as the world´s population becomes older, the number of people diagnosed with a neurodegenerative disease continues to increase [17]. Additionally, factors beyond aging, such as pesticide exposure and infections, may contribute significantly to this trend, as the incidence of PD currently outpaces the rate of aging and is disproportionally on the rise, a tendency that is particularly noticeable in newly industrialized countries [17]. The notion that PD is caused by a combination of genetics and different environmental risk factors refers to the multiple-hit hypothesis [53]. Among the detected genetic defects, the loss of function of *PARK7*, encoding for the protein DJ-1, causes autosomal recessive early-onset PD in humans. DJ-1 is a multifunctional protein with roles in cellular transformation, transcriptional regulation, and anti-oxidative stress functions [14]. Although *PARK7* mutations leading to DJ-1 loss of function are rare and GWAS studies failed to show a link between *PARK7* promoter polymorphisms and PD risk so far [31], they are causative of Lewy body pathology and α-synucleinopathy [69]. Further, low DJ-1 protein levels and over-oxidized forms have been detected in the cerebrospinal fluid, blood, urine and brain of idiopathic PD patients, suggesting that DJ-1 deficiencies may play a role in a larger spectrum of PD patients [13, 35, 42, 48, 57, 58]. On the other hand, among the environmental risk factors, a number of bacterial and viral infections, including *Helicobacter pylori* [8, 50] and hepatitis C virus [51], have been linked to increased idiopathic PD risk, thus indicating a potential contributing role of infections in the development or exacerbation of the disease, at least in certain individuals [20, 64, 80].

Activated microglial phenotypes and neuroinflammatory processes are detected in the early stages of PD and in the *substantia nigra* of post-mortem tissues [24, 34, 39, 63]. However, the role of microglia in the onset and progression of PD remains vague. In line with the multi-hit hypothesis, we here postulate that *PARK7*/DJ-1 deficiency influences microglial responses under inflammatory conditions. To address this hypothesis, we took advantage of the *PARK7*/DJ-1 KO mouse model, which shows subtle impairments in cognitive and motor functions and heightened vulnerability to neurotoxins [10, 26, 37]. How microglia react in those mice under inflammatory conditions has been addressed in specific models, while the majority of the studies have been conducted in vitro using *PARK7*/DJ-1 deficient immortalized microglial cell lines or primary cells, which show an exacerbated response to inflammatory stimuli [42]. By comparing the transcriptional profile of sorted microglial cells isolated from *PARK7*/DJ-1 KO with wildtype mice peripherally injected with lipopolysaccharide (LPS), a stimulus we have previously shown to induce a prominent microglia activation [67], we identified distinct signatures of this activated state. Specifically, microglia in *PARK7*/DJ-1 KO LPS-treated mice were characterized by the downregulation of genes involved in immune responses, especially interferon-related genes, and upregulation of genes related to DNA damage response, when compared to the corresponding cells isolated from wildtype mice. We further confirmed a dampened transcriptional response towards LPS in human *PARK7*/DJ-1 mutant compared to isogenic control induced pluripotent stem cell (iPSC)-derived microglia and murine bone marrow-derived macrophages. Furthermore, in line with these distinct profiles detected at the transcriptional level, microglial cells in *PARK7*/DJ-1 KO mice exhibited a less prominent amoeboid shape when compared to wildtype mice in response to LPS-induced systemic inflammation.

Taken together, our results show that, under inflammatory conditions, *PARK7*/DJ-1 deficiency skews microglia towards a distinct phenotype, which may have an impact during neuroinflammatory processes under threatening conditions, such as during α-synuclein accumulation at the onset and during the progression of PD.

## Materials and methods

### Mice

*PARK7*/DJ-1 KO (B6;129P2-*Park7*^*Gt(XE726) Byg*^/Mmucd) mice were kindly provided by the laboratory of Dr D.M. Vogt Weisenhorn in Munich (Germany), where they have been originally developed and characterized [55]. The *PARK7*/DJ-1 KO line used in our laboratory had already been backcrossed with C57BL/6NCrl mice for at least ten generations. For all the described experiments, we used *PARK7*/DJ-1 KO and wildtype littermate mice that were 3- and 4-month age-matched siblings, with the exception of the aged cohort where we used 12- and 13-month old mice, generated from heterozygous breeding pairs. Mice were bred and housed in a specific pathogen-free animal research facility at a relative humidity of 40–70%, at 22 °C and in 12 h light/dark cycles. Mice received food (SAFE A40) and water ad libitum.

### PARK7/DJ-1 KO mouse genotyping

*PARK7*/DJ-1 KO, heterozygote and wildtype littermates were genotyped using a genotyping kit (KAPA Biosystems, KK7352), following the manufacturer’s instructions. Briefly, genomic DNA was extracted from mouse ear marking samples or tail pieces. The PCR cycling program (BioRad 3000) was as follows: 1 cycle of initial denaturation at 95 °C for 3 min followed by 35 cycles of denaturation at 95 °C for 15 s, annealing at 58 °C for 15 s and extension at 72 °C for 15 s, ended by a final extension at 72 °C for 7 min. Primers used for genotyping were as follows. Wildtype *Park7* forward primer: 5’-AGGCAGTGGAGAAGTCCATC-3’; wildtype *Park7* reverse primer: 5’-AACATACAGACCCGGGATGA-3’; KO *Park7* reverse primer: 5’-CGGTACCAGACTCTCCCATC-3’. PCR products loaded on a 2% agarose gel showed bands at 475 bp or 231 bp, corresponding to wildtype or KO alleles, respectively.

### Acute microglia isolation by fluorescence-activated cell sorting (FACS)

Mice were treated with a single intraperitoneal injection of LPS (4 μg/g body weight) or with PBS (saline) as vehicle control for 24 h. Processing of the brain, microglial isolation and multicolor flow cytometry preparation was done as previously described [67]. Briefly, myelin was removed from cell suspension with the Myelin removal kit (130-096-733, Miltenyi Biotec), according to the manufacturer’s protocol. For multicolor staining, cells were incubated for 15 min with Fc receptor binding inhibitor to reduce the binding of non-specific Fc-gamma receptors, and then stained with fluorochrome-conjugated antibodies or their corresponding isotype controls for 45 min at 4 °C in the dark (Table S1). After washing, cells were pelleted at 300 g for 10 min at 4 °C and resuspended in 200 µL of the appropriated buffer. Hoechst (0.1 µg/ml; Sigma) or Sytox Red (1:1000; Thermo Fisher Scientific) were added shortly before flow cytometry measurements for dead cell discrimination. CD11b^+^CD45^int^ living single cells were sorted with FACS Aria™ SORP cytometer (BD Biosciences) fitted with a 640 nm (30 mW) red laser, a 355 nm (60 mW) UV laser, a 405 nm (50 mW) violet laser, a 488 nm (100 mW) blue laser and a 561 nm (50 mW) yellow/green laser. Data were analyzed with FACSDiva (Becton Dickinson) and FlowJo (v7.6.5; Tree Star) software.

### Single-cell RNA-sequencing using Drop-seq, bioinformatics and data analyses

FACS-sorted CD11b^+^CD45^int^ cells were collected in pre-cooled HBSS, 0.5% BSA and transferred directly for subsequent Drop-seq analysis as previously described [67].

#### Cell calling, normalization and scaling

DropletUtils [44] was employed to distinguish cells from empty droplets. Subsequently, raw gene counts of the identified “*cells*” were converted into Seurat object [30]. Cells expressing less than 100 genes and genes detected in less than 3 cells were discarded. The resulting object was subjected to log-normalization and scaling using the standard functions of the Seurat package (*NormalizeData and ScaleData;* Seurat v4.3.0.1)*.*

#### Dimension reduction and clustering

Principal component analysis was performed via singular value decomposition (function *propack.svd*, svd package, v0.5.4). Correlations between each principal component (PC) and technical/experimental factors, such as the total number of counts per cell and mouse genotype, were estimated using linear models. Given the strong correlation between the first PC and the total number of counts per cell, we selected PCs 2 to 20 for uniform manifold approximation and projection (UMAP) and clustering analysis. UMAP was generated using the *RunUMAP* function of the Seurat package, while cells were clustered using *FindNeighbors* function followed by *FindClusters*.

#### Differential expression analysis

Differential expression analysis was conducted using the MAST algorithm [21] as implemented in the *FindAllMarkers* or *FindMarkers* functions of the Seurat package. *FindAllMarkers* was employed to identify marker genes specific to each cell cluster while *FindMarkers* was used for other comparative analyses.

### CD11b magnetic enrichment for ex vivo analyses

Mice were treated with a single intraperitoneal injection of lipopolysaccharide (LPS) (Sigma, *E.Coli* O55:B5, L6529-1MG) (4 μg/g body weight) or with PBS (saline) as vehicle control for 6 h for ex vivo analyses. Mice were terminally anaesthetized with a combination of Ketamine (100 mg/mL; Nimatek Vet) / Dorbene (medetomidine / hydrochloride; 1 mg/mL; Dorbene vet) and perfused transcardially with PBS. Brains were rapidly dissected and stored in PBS on ice. The olfactory bulb and cerebellum were removed and the brain dissected into small pieces in HBSS (Lonza) in a petri dish. Brain pieces were collected in HBSS, centrifuged and resuspended in an enzymatic mix, following the manufacturer’s instructions for the neural dissociation kit (130-092-628, Miltenyi Biotec). After dissociation, cell suspensions were incubated for 20 min with CD11b beads (130-049-60, Miltenyi Biotec) and passed through LS columns (130-042-401, Miltenyi Biotec) to enrich microglia by magnetic separation. Lastly, CD11b^+^ cells were collected and either stained for flow cytometry analyses or treated with RLT lysis buffer for subsequent RNA extraction using the Qiagen RNA isolation kit following the manufacturer’s instructions (RNeasy® Mini Kit, 74,104, Qiagen).

### Human induced pluripotent stem cell-derived microglia

Induced pluripotent stem cells (iPSCs) carrying the c.192G > C mutation in *PARK7* causing the amino acid change p.E64D in DJ-1 and leading to aberrant splicing [7, 38] were cultured in mTeSR™ Plus complete medium (Stem Cell Technologies) in 6-well plates. Embryoid bodies (EBs) were generated from iPSCs by supplementing mTeSR™ medium with specific growth factors (Table S2). On day 4, EBs were transferred to T75 flasks to form “factories” [76]. The iPSCs were differentiated into microglia following an established protocol [28, 76]. See Table S2 for medium composition and growth factors/supplements for each differentiation step. Cells were kept at 37 °C in a humidified incubator at 5% CO_2_. Microglia-like cells were cultured in 6-well plates at a density of 1 × 10^6^ cells/well and treated with 100 ng/mL LPS (Sigma, *E.Coli* O55:B5, L6529-1MG) for 6 h. RNA was extracted using the Qiagen RNA isolation kit following the manufacturer’s instructions (RNeasy® Mini Kit, 74,104 Qiagen).

### Bone marrow-derived macrophage differentiation and treatments

After euthanasia, tibia and femur from *PARK7*/DJ-1 KO mice and wildtype littermates were dissected out and kept in ice-cold DMEM Glutamax (61960526, Gibco) for 1.5-12 h before the extraction of bone-marrow cells (BMCs). Both extremities of tibia and femur were cut to allow a 26 g needle to flush BMCs according to standardized protocols [74]. The cell pellet was treated with NH4Cl (0.17 M) for 5 min to remove red blood cells. BMCs were cultured on low-attachment conditions in DMEM Glutamax (61965026, Gibco), supplemented with 10% FBS (10270-106, Gibco), 1% penicillin-streptavidin (DE17-602E, Lonza), 1 mM sodium pyruvate (11360070, Gibco) and 20 ng/mL M-CSF (416-ML-010/CF, Biotechne). The complete medium was supplemented on day 4. On day 8, fully differentiated bone marrow-derived macrophages (BMDMs) were treated with LPS (100 ng/mL) for 6 h. To investigate their morphological features, BMDMs were stained with Acti-stain™ 488 Fluorescent Phalloidin (PHDG1, Cytoskeleton, Inc.) and incubated for 1.5 h at room temperature at day 8 of differentiation with or without prior LPS treatment. Actin cytoskeleton was imaged with a Nikon Eclipse microscope at a 10 × magnification and analyzed using CellProfiler™ [68].

### Primary microglia and treatments

CD11b^+^ cells were collected as previously described. Primary adult microglia were plated overnight in 48-well plates coated with poly-L-lysine (0.1 mg/mL solution; Sigma-Aldrich) at a density of 3 × 10^5^ cells per well and grown in DMEM-F12 supplemented with 10% FBS (Life Technologies) and pen-strep (100 U/mL / 100 μg/ml; Life Technologies). Cells were stimulated with interferon-gamma (IFNγ; 315-05, Peprotech) at a final concentration of 50 ng/mL for 6 h.

### RNA sequencing and bioinformatics analyses

Cells were pelleted down and lysed in RLT buffer for subsequent RNA extraction using the Qiagen RNA isolation kit following the manufacturer’s instructions (RNeasy® Mini Kit, 74104, Qiagen). A DNase treatment followed by a clean-up has been added using the RNA Clean & Concentrator™-5 kit (Zymo Research) following the manufacturer’s instructions. Quantification of total RNA was performed using a N60 Nanophotometer® (Implen GmbH) and a Qubit 2.0 Fluorometer® (Thermo Fisher Scientific) with the Qubit RNA HS Assay Kit. The quality was assessed using a Fragment Analyzer System (Agilent Technologies) using a RNA Pico Chip (Agilent Technologies) (only samples with RQN ≥ 7 were further analyzed). The Illumina® stranded Total RNA Prep, Ligation with Ribo-Zero Plus kit Library preparation has been used to process libraries for RNA-sequencing according to Illumina’s Reference Guide # 1000000124514 v00 June 2020, starting with 25 ng of total RNA. All libraries have been quantified using a Qubit HS dsDNA kit (Thermo Fisher Scientific) and the library quality check has been performed using a High Sensitivity NGS Fragment Analysis Kit on the Fragment Analyzer System (Agilent Technologies). Indexed libraries were normalized and pooled to be sequenced on an Illumina Novaseq 6000 sequencer according to manufacturer’s instructions with targeted conditions of 2 × 75 basepair and 25 M reads/sample. For the murine dataset, raw fastq files were quality checked using a combination of *FastQC*, *fastq_screen* and *RSeQC* tools wrapped in *MultiQC v1.11* [19] followed by a preliminary analysis composed of read trimming, mapping and counting using *Cutadapt* [45], STAR 2.7.9a [16] and the Mouse genome (GRCm39 – Mus_musculus.GRCm39.108.gtf). For the human dataset, raw fastq files were quality checked using a combination of *FastQC* and *fastq_screen* tools wrapped in *MultiQC v1.11* [19]. Reads were trimmed using *AdapterRemoval v2.3.2* [60], and mapped against the human genome (Ensembl GRCh38.p14) with the splice-aware STAR 2.7.9a [16]. Resulting alignments were processed by *featureCounts* (package RsubRead v2.8.1) [40] to obtain gene counts further used by *DESeq2* for differential gene expression. All of these steps were integrated into a local *snakemake* [49] environment. The template for the human dataset is available in release 0.3.2: https://gitlab.lcsb.uni.lu/aurelien.ginolhac/snakemake-rna-seq/-/releases/v0.3.2. The software set used by the template on the ULHPC [77] was bundled in a Docker image available at https://hub.docker.com/r/ginolhac/snake-rna-seq tag v0.5. Differential gene expression analysis was conducted using R statistical software v4.2.3 [72] and DESeq2 v1.38.3 for the murine dataset and v1.42.0 for the human dataset [43] using the resulting gene count tables. Heatmaps were created using *ComplexHeatmap* v2.18.0 [27].

### Gene ontology analysis

Differentially expressed genes were submitted to Database for Annotation, Visualization and Integrated Discovery (DAVID) [62] for further exploration of Gene Ontology (GO) terms for biological processes (BP) using overrepresentation analysis. Additionally, we run gene set enrichment analysis (GSEA) by R package *clusterProfiler (v.4.10.1)* using log fold changes from the group comparisons for gene ordering.

### Reverse transcription and qPCR

Reverse transcription was performed using SuperScript™ III (18080093, Invitrogen) according to the manufacturer’s instructions. At first, oligo (dT) primers (50 μM) and 5 mM dNTP mix were added to the RNA and incubated at 65 °C for 5 min. Subsequently, tubes were incubated at 4 °C for 1 min and then 5 × first-strand buffer, 0.1 M DTT (707265ML, Thermo Fisher Scientific), RNase OUT (10777019, Thermo Fisher Scientific) and 200 units/μl SuperScript™ III RT (18080051, Thermo Fisher Scientific) were added and incubated for 45 min at 50 °C. The reaction was lastly inactivated by heating for 15 min at 70 °C. The qPCRs were carried out in 384-well plates (Applied Biosystems QuantStudio5 Real-Time PCR System). All samples were run in three technical triplicates. Diluted cDNA was mixed with 10 μL of Fast SYBR Green Master Mix (Applied Biosystems) and 0.5 μL of 10 μM gene-specific forward and reverse primers. All primers were designed using the Primer BLAST tool with the following parameters: Tm 60 °C ± 3 °C, possibly spanning exon-exon junctions separated by at least one intron on the corresponding genomic DNA region and a product size between 75 and 300 bp (Table S3). The qPCRs were performed using the following standardized program: 20 s at 95 °C followed by 35 cycles of PCR stage of 1 s at 95 °C (denaturation) and 20 s at 60 °C (annealing) and a melt curve stage of 15 s at 95 °C, 1 min at 60 °C and 10 s at 95 °C. The average threshold cycle (Ct) values were used to quantify the mRNA product by the ΔΔCt method normalized to the housekeeping gene *Gapdh*, which showed better stability than other housekeeping genes (e.g. *Rpl27*) across experimental groups (data not shown).

### Protein extraction and Western blotting

Protein samples were prepared by lysing whole brain tissues or Magnetic-Activated Cell Sorted (MACS)-CD11b^+^ cells from wildtype and *PARK7*/DJ-1 KO mice, human fibroblasts and iPSCs in cell lysis buffer (Pierce RIPA, 89900, Thermo Fisher Scientific), supplemented with Halt protease and phosphatase inhibitor (78444, Thermo Fisher Scientific). Protein extracts were then normalized, denatured at 95–100 °C for 6–8 min, resolved on a 4–12% BisTris gel (NP0323, Lifetech), transferred on polyvinylidene difluoride (PVDF) membranes (LifeTech) and blocked with 2% milk in Tris-buffered saline (TBS) solution containing 0.1% Triton X-100. Anti-DJ-1 (Cell Signaling) was used for protein detection, while anti-α-actin (Merck Millipore) was used for signal normalization. Details of these antibodies can be found in Table S1. After washes, the membranes were incubated either with HRP-conjugated secondary antibodies or Rabbit IgG Cross-Adsorbed Secondary Antibody, DyLight™ 800 (SA5-10036, Thermo Fisher Scientific), according to the manufacturer’s instructions. Signal development was performed either via addition of Super Signal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific) followed by image acquisition with ImageQuant LAS4010 imaging station (HRP-conjugated secondary antibodies) or via Odyssey Fc Imaging System (LI-COR Biosciences) (Rabbit IgG Cross-Adsorbed Secondary Antibody, DyLight™ 800).

### Cytoplasmic and mitochondrial reactive oxygen species measurements

#### Bone marrow-derived macrophages

BMDMs were differentiated as previously described and plated in 96-well plates high performance #1.5 cover glass (0.170 ± 0.005 mm) (Cellvis) at a density of 2 × 10^5^ cells per well. Cells were treated with LPS (L4391, E. Coli O111:B4, Sigma-Aldrich) at a final concentration of 100 ng/mL at day 7 for overnight treatment or for 6 h on the day of imaging (day 8 of differentiation). Cells were plated to have 3 technical replicates per condition.

#### Primary microglia

Primary microglia were obtained as previously described and cultured for less than 24 h before imaging in 96-well plates coated with poly-L-lysine (1 μg/mL solution; Sigma-Aldrich) at a density of 1.5 × 10^5^ cells per well. Two hours after seeding, microglia were treated with LPS (100 ng/mL) overnight. Cells were plated to have 2 technical replicates per condition.

To assess the mitochondrial membrane potential, cells were incubated with 150 µL/well of full medium with TMRE (T669, Life Technologies) at a final concentration of 10 nM for 30 min. Cells were co-stained with Hoechst 33342 (62249, Life Technologies) at 1 µM, MitoTracker Green-FM (M7514, Life Technologies) at 100 nM to derive the mitochondrial mask, and CellROX Deep Red (C10422, Life Technologies) at 5 µM to assess oxidative stress levels. Medium was subsequently removed and cells were washed twice following incubation in medium containing 10 nM of TMRE. Images were acquired using the Yokogawa CellVoyager CV8000 High-Content Screening System, a spinning-disk confocal microscope, using a 60 × water immersion objective. The following bandpass filters were used: BP 445–45, BP 525–50, BP 600–37, and BP 676–29. Z-stacks were acquired with a slicing interval of 0.4 µm and 12 or 13 fields per well were obtained for BMDMs and microglia respectively. Automated segmentation of diverse structures (i.e. nuclei, mitochondria and CellRox Deep Red area) and the subsequent feature extraction, which included mitochondrial morphometrics, was performed using Matlab (version 2021a, MathWorks) by adapting a previously used method [2]. The analysis was run on the High Performance Computing (HPC) facilities of the University of Luxembourg in collaboration with the LCSB-Bioimaging platform. The code can be shared upon request.

### Tissue preparation for immunohistochemistry analyses

#### Cryosectioning preparation (6-h LPS time point)

After perfusion with cold PBS, one brain hemisphere per mouse was drop-fixed in 4% paraformaldehyde (PFA, Lonza) for 24 h, washed with PBS and immersed in 30% sucrose (Sigma, SO389) in PBS until complete permeation. When the brain was at the bottom of the tube, it was cut via a rodent brain matrix (ASP Instruments, RBM-2000C) into 4 sagittal macro-sections per hemisphere, which were kept at − 80 °C until further processing. Subsequently, the macro-sections were embedded in OCT (Tissue-Tek) and cut on a cryostat into 50 μm sections. Tissue sections were mounted on glass slides (Epredia Superfrost™ Plus Adhesion, Epredia™ J1800AMNZ) and washed in PBS.

#### Floating section preparation (24-h LPS time point)

After perfusion with cold PBS, the brain was drop-fixed in 4% PFA for 48 h. Subsequently, brains were stored at 4 °C in 0.02% sodium azide/PBS and serialized parasagittal free floating 30 µm-thick sections were generated with a vibratome (Leica; VT-1000S) and collected in cryoprotective medium, PBS containing 1–1 ethylene glycol (Sigma-Aldrich) and 1% w/v polyvinylpyrrolidone (Sigma-Aldrich). Sections were stored at − 20 °C until further processing.

### Immunofluorescence staining

Tissue sections were incubated in 3% H_2_O_2_ + 1.5% Triton X-100 for 30 min and subsequently washed with PBS and blocked in 5% BSA for 30 min. Tissue sections were incubated with primary antibodies at room temperature overnight and washed with PBS before incubating them with secondary antibody in 2% BSA 0.3% Triton X-100 for 2 h at RT (Table S1). After washing three times with PBS for 10 min, tissue sections were mounted using mounting medium containing 4ʹ,6-diamidino-2-phenylindole (DAPI) (Invitrogen, 00–4959-52) and covered with glass coverslips. Images were acquired using a LSM 880 confocal microscope (Zeiss). iPSCs were plated on coverslips and fixed in 4% PFA for 10 min, washed with PBS three times for 5 min, subsequently permeabilised and blocked in 3% BSA and 0.4% Triton-X-100 for 1 h, washed in PBS and incubated overnight with primary antibodies (Table S1) in 1% BSA and 0.25% Triton-X-100. Finally, iPSCs were incubated for 2 h with secondary antibodies and Hoechst and mounted on glass slides.

### Image acquisition and application of microglia and immune-cells morphological analysis and clustering (MIC-MAC) 2

Stained slides were imaged on a LSM 880 confocal microscope (Zeiss) with the 20 × objective (laser and filters) (the experimenter was blinded for genotype and treatment during acquisition). Nine 3D confocal tile scans were captured with a resolution of 0.221 μm in the x and y dimensions and a resolution of 1 μm in the z dimension. The average thickness per 3D image was 30 µm, and between 28 and 31 μm, depending on the antibody penetration. The resulting 3D stacks of IBA1^+^ microglial cells were inspected with Imaris and filtered to ensure coherent and high standards of image quality. The 20 × 3D images were then processed with Imaris where slice intensities were corrected using the *Normalizer Layer* function, followed by Gaussian Filter (width = 0.3). Segmentation of IBA1^+^ cells was performed in Imaris by using the *Surface Creation* Tool (*Local Contracts* with *Smooth* enabled and surface detail of 0.5 μm) with a threshold manually adjusted to account for small variations in the contrast of the images (threshold parameter between 0.5 and 1). The *Split Touching Object* option was disabled, and the resulting 3D structures were filtered by size (between 18,000 and 180,000 voxels) to filter out incomplete structures or microglia clusters that would inevitably bias the morphological analysis. For the 24-h LPS time point, images were captured using a 40 × objective with a voxel size of: 0.415 × 0.415 × 0.524 μm^3^ with the 405 nm and 633 nm lasers with a pinhole of 42.6 = 1.47 Airy unit (1 μm section). Digital gain DAPI: 1, gain master 860. Offset − 2. A647, Digital gain: 1, Gain master 846 and offset − 7. The morphological feature extraction of each segmented cell was ultimately performed by using *Microglia and Immune-cells Morphological Analysis and Clustering (MIC-MAC) 2*, which allows for automatic segmentation of microglia from 3D fluorescent microscopy images [22]. The mice included for these analyses were as follows: wildtype control group: 2 males and 2 females; wildtype LPS group: 1 male and 2 females; *PARK7*/DJ-1 KO control group: 1 male and 2 females; *PARK7*/DJ-1 KO LPS group: 2 males and 2 females.

### Statistical analyses

Data was analyzed in Excel and Prism v10.0.3. For qPCR data, fold change from control condition or 2^−ΔCT^ between groups was calculated and compared via ANOVA with multiple comparisons. Comparison of two groups of normally distributed data was performed using unpaired t-tests. If data did not pass tests for normality using Kolmogorov–Smirnov (alpha = 0.05), a non-parametric Kruskal–Wallis test was performed followed by Dunn’s test for multiple comparisons. All experiments included at least 3 biological replicates. All tests were performed on a significance level of 5% and all graphs depict means with standard error of the mean (SEM).

## Results

### Distinct activation profiles detected by single-cell transcriptional analysis of acutely isolated CD11b^+^CD45^int^ microglial cells between wildtype and *PARK7*/DJ-1 KO mice 24 h after LPS-induced systemic inflammation

First, we confirmed the lack of DJ-1 in the brain of the corresponding KO mice. As expected, while DJ-1 was expressed in the brain tissue of wildtype mice, it was neither detected in brain tissue nor in CD11b^+^CD45^int^ microglia isolated from *PARK7*/DJ-1 KO mice (Fig. S1A). In our previous study, we demonstrated that intraperitoneal injection of LPS at a dosage of 4 μg/g body weight in C57BL/6N mice led to a significant activation of microglial cells after 24 h [67]. To investigate the transcriptional profile of microglia under the same inflammatory conditions in mice lacking *PARK7*/DJ-1, we FACS-isolated CD11b^+^CD45^int^ cells, previously identified as predominantly representing microglia [67], from both wildtype and *PARK7*/DJ-1 KO mice after 24 h of LPS injection. Immuno-profiling of the brain under these conditions showed increases in the levels of monocytes (CD11b^+^CD45^+^Ly6C^+^ cells) and decreases in the amount of lymphocytes (CD11b^−^CD45^+^ cells) compared to baseline conditions, indicative of established neuroinflammation at similar levels both in wildtype and *PARK7*/DJ-1 KO mice (Fig. S1B,C). We conducted single-cell RNA-sequencing of CD11b^+^CD45^int^ cells using the Drop-seq technology (Fig. 1A) and performed subsequent clustering analysis of 2931 microglial cells, with 953 cells isolated from two *PARK7*/DJ-1 KO mice and 1978 cells from two wildtype mice. This approach enabled us to identify five distinct clusters in the corresponding UMAPs (Fig. 1B,C). To verify that the clustering analysis was not driven by the sex of the mouse of origin, we discriminated female and male cells based on the expression levels of X-inactive specific transcript (*Xist*), a female cell-specific nuclear long noncoding RNA crucial for X-chromosome inactivation [5, 15]. The partition of the cells in “*Xist* high” and “*Xist* low” enabled to discriminate cells, respectively from females (536 cells from *PARK7*/DJ-1 KO mouse and 781 cells from wildtype mouse) and males (417 cells from *PARK7*/DJ-1 KO mouse and 1197 cells from wildtype mouse), with cells from both sexes grouping across the five clusters, suggesting that our analysis is independent from the mouse sex (Fig. S1D). After identifying differentially expressed genes (DEGs) that characterize each cluster compared to the others, we conducted gene ontology (GO) term enrichment analysis by submitting the up-regulated DEGs from each cluster (adjusted p-value < 0.05, log2FC ≥ 0.5) to DAVID (Table S4). The resulting GO term for Cluster 1 included “synapse disassembly”, while Cluster 2 was characterized by terms related to transcriptional regulation, such as “RNA splicing”, “chromatin organization” and “mRNA processing” (Fig. S1E). Cluster 3 was defined by GO terms related to classical inflammatory responses, including “cellular response to interleukin-1” and “lipopolysaccharide-mediated signalling pathway”, with upregulation of microglial pro-inflammatory markers (e.g. *Gpr84*, *Lcn2* and *Nfkbia*) (Fig. 1D), while Cluster 4 was characterized by terms linked to DNA damage response, such as “DNA replication” and “DNA repair”, with overexpression of homeostatic microglial genes (e.g. *Hexb*, *Fcrls* and *Gpr34*) and DNA repair markers (e.g. *Brca2*, *Parp1* and *Rrm1*) (Fig. 1E). Lastly, Cluster 5 was associated with GO terms related to host defense responses, primarily against viruses, including “defense response to virus” and “cellular response to interferon-beta” (Fig. S1E) (Table S4). We showed a selection of DEGs (considering adjusted p-value < 0.05, |log2FC|> 0.5) characterizing each cluster in a dot plot (Fig. 1F). When examining the composition of each cluster based on the amount of cells per mouse genotype using an alluvial plot (Fig. 1G) and analyzing the corresponding ratios using a heatmap (Fig. 1H), we observed that clusters 1, 2 and 5 were relatively equally represented in both genotypes. In contrast, Cluster 3, associated with classical inflammatory responses, was predominantly constituted by microglial cells from wildtype mice (85%), whereas Cluster 4, linked to DNA damage response and cell cycle, primarily consisted of cells originating from *PARK7*/DJ-1 KO mice (81%) (Fig. 1G,H). We excluded the presence of proliferating microglial cells in *PARK7*/DJ-1 KO mice by analyzing the expression of KI67 in IBA1^+^ microglial cells in cortical brain slices as well as gene expression levels of *Mki67* in CD11b^+^CD45^int^ microglial cells isolated from the brain of *PARK7*/DJ-1 KO and wildtype mice after 24 h of LPS injection. KI67 was not detectable at the protein level (Fig. S1F) and barely expressed at the gene level (Fig. S1G).

**Fig. 1:**
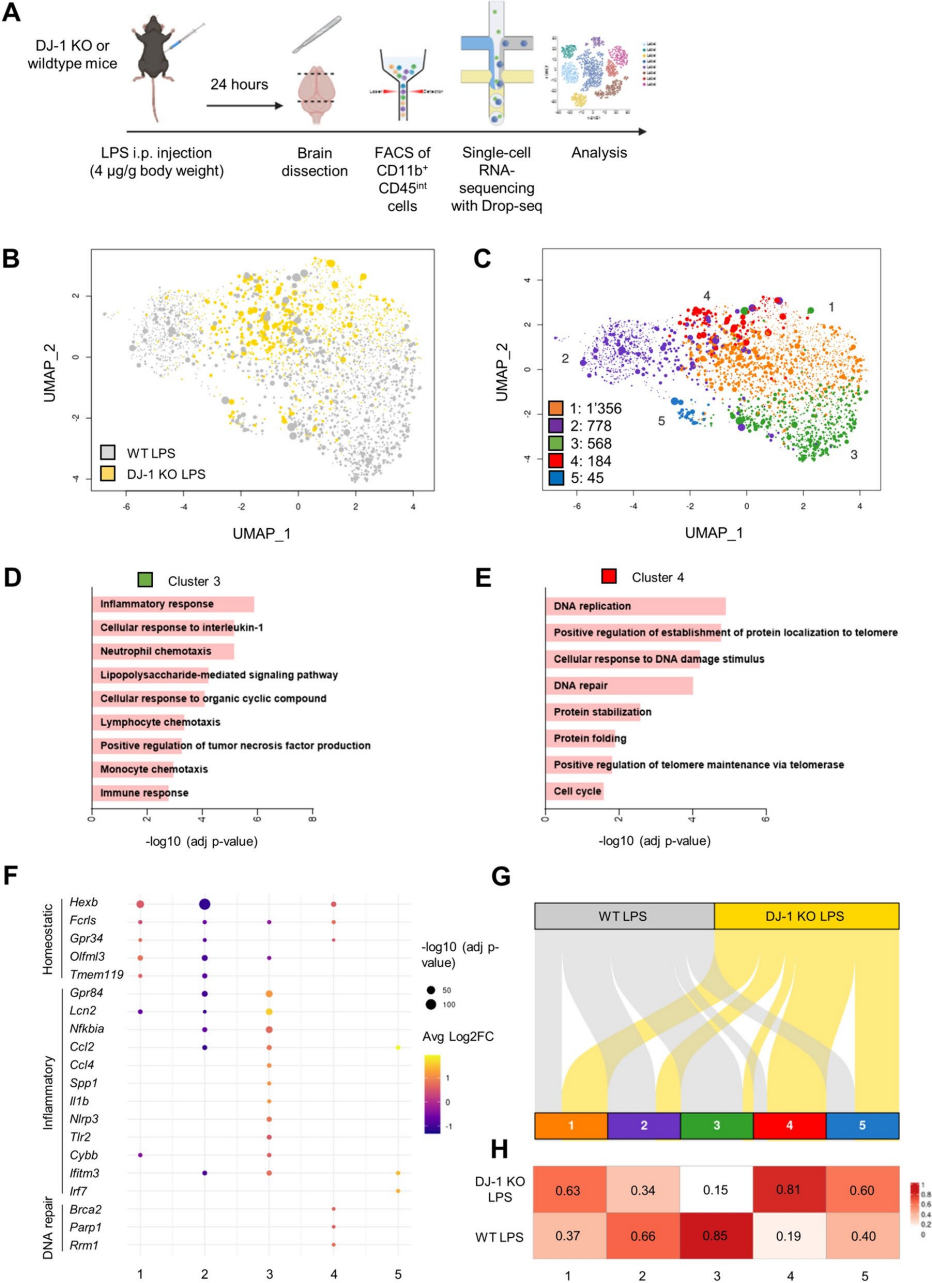
Subset of classical activated microglia is mainly composed of cells originated from wildtype mice 24 h after systemic LPS-induced inflammation. **A** Schematic representation of scRNA-sequencing analyses of CD11b^+^CD45^int^ microglial cells isolated either from *PARK7*/DJ-1 KO or wildtype mice 24 h following LPS treatment. **B** UMAP showing 2931 CD11b^+^CD45^int^ microglial cells from *PARK7*/DJ-1 KO (yellow) and wildtype (grey) mice 24 h after LPS treatment (n = 2 mice per group). The different size of the dots in the UMAP represents the “read count per cell”, with large or small dots representing cells with high or low read count, respectively. **C** UMAP showing clustering analysis of 2931 single microglial cells. Numbers indicate amount of cells per cluster. **D**, **E** Gene ontology terms corresponding to upregulated genes (adjusted p-value < 0.05, log2FC ≥ 0.5) comparing (**D**) Cluster 3 or (**E**) Cluster 4 to the other clusters. **F** Dot plot showing selected differentially expressed genes (adjusted p-value < 0.05, |log2FC|≥ 0.5) characterizing each cluster. Color code represents the average log2 Fold Change (FC), while the size of the dot is proportional to the statistical significance indicated as − log10 (adjusted p-value). **G** Alluvial plot showing CD11b^+^CD45^int^ microglial cells flowing into the identified 5 normalized clusters according to their origin, either from wildtype (grey) or *PARK7*/DJ-1 KO (yellow) mice. **H** Heatmap showing percentages of cells deriving either from *PARK7*/DJ-1 KO or wildtype mice

Taken together, these results show that microglia in wildtype mice display a classical inflammatory profile following 24 h of LPS injection, characterized by substates associated to transcriptional regulation (Cluster 2) and pro-inflammatory responses (Cluster 3), while microglia in *PARK7*/DJ-1 KO mice show an enrichment in DNA damage response signatures (Cluster 4), suggesting a potential involvement in repair and tolerance mechanisms.

### Diverse transcriptional activation profiles of microglia detectable after 6 h of peripheral LPS-induced inflammation in *PARK7*/DJ-1 KO compared to wildtype mice

Next, we sought to investigate whether the distinct microglial profiles identified after 24 h of LPS-induced inflammation were also apparent at earlier time points. With this analysis, we aimed to discern if the impaired microglial reactivity under *PARK7*/DJ-1 deficiency manifested during the early phases of the inflammatory response or if they indicated premature resolution substates. For this, we intraperitoneally injected *PARK7*/DJ-1 KO (n = 5) and wildtype (n = 5) mice with LPS (4 μg/g body weight) and MACS-isolated CD11b^+^ cells from dissected brains after 6 h for subsequent transcriptional analyses (Fig. S2A). 

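CD11b is a surface integrin of microglia and other myeloid cells, and MACS is the magnetic sorting of cells that bind an antibody against it. The authors sequenced RNA from the CD11b+ cells of these 10 mice and of mice sampled at baseline as stranded total RNA after ribosomal depletion, with paired reads of 75 bp and a target of 25000000 reads per sample. The reads were trimmed with Cutadapt and aligned and counted with STAR on GRCm39 with an Ensembl annotation. The deposited values are the reads counted on each gene, without normalization. The depth used here is the total of these counts. It ranged from 15776431 to 18973244 in the 5 *PARK7*/DJ-1 KO mice treated with LPS (median 17780216) and from 11936364 to 17340044 in the 5 wildtype mice treated with LPS (median 15704311). At these depths, 3 counts in a library, taken as the smallest signal it can show, correspond to 0.168 to 0.256 CPM, which are counts scaled to the library's total after normalization. Sequencing reads are not independent molecules, so this limit covers counting error only. No pair of libraries within either of these 2 groups was alike within sampling noise, since the chi-square of their counts over genes was at least 18.1 per degree of freedom.

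Counts were normalized with edgeR's TMM method and compared with its quasi-likelihood test. The LPS-treated and baseline mice of both genotypes, 19 in all, entered one fit with 4 groups, so that the spread of each gene was estimated from all of them. The authors used DESeq2, and the paper's text does not name the samples that entered each DESeq2 fit. Genes with low counts were removed with edgeR's filterByExpr, which left 18739 of the 34986 genes with at least 1 count. For KO versus wildtype, the thresholds were those of the paper, an unadjusted p-value under 0.05 and |log2FC| of at least 0.5. Gene names and coordinates were taken from GENCODE M39, a later annotation of the same genome build. *Park7* (ENSMUSG00000028964, chromosome 4, 150981579 to 150998903, minus strand), the gene inactivated in the KO mice, had 30, 53, 90, 36 and 71 counts in the KO mice after LPS and 405, 372, 533, 358 and 262 counts in the wildtype mice after LPS. Its level was 3.45 ± 1.72 CPM (SD, n = 5) in KO and 25.3 ± 3.91 CPM (SD, n = 5) in wildtype mice. The log2FC was -2.88 (SE 0.375, adjusted p = 0.00679 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).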

We verified the validity of our sorting protocol by analyzing the expression levels of oligodendrocyte (*Mog* and *Mobp*), astrocyte (*Gfap* and *Ntsr2*) and neuronal (*Tubb3* and *NeuN*) markers in MACS-isolated CD11b^+^ cells compared to the negative fraction. Those markers were undetectable or only expressed at very low levels in cells collected within the positive fraction, which on the contrary expressed high levels of the microglial markers (*Gpr34* and *Olfml3*) (Fig. S2B). We tested the purity of CD11b^+^ cells by staining plated sorted cells with IBA1 antibody and detected 90–97% (mean 94.5% ± 1.9%) of IBA1^+^ cells among CD11b^+^ cells, thus indicating an enrichment of microglial cells (Fig. S2C). By conducting RNA-sequencing analyses of MACS-isolated CD11b^+^ cells from *PARK7*/DJ-1 KO and age-matched wildtype mice following 6 h of LPS injection, we detected 474 DEGs (p-value < 0.05, |log2FC|≥ 0.5) comparing KO versus wildtype. Among them, 227 genes were upregulated, while 247 genes were downregulated (Table S5). 

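At these thresholds, 245 genes differed between CD11b+ cells of KO and wildtype mice after LPS in the edgeR fit, of which 102 were higher and 143 lower in KO. DESeq2, the paper's tool, gave 471 on all groups without this low-count filter, 209 higher and 262 lower. The lower count here therefore goes with the tool and filter used. In the edgeR fit, 482 of the 18739 genes tested had an unadjusted p-value under 0.05 at any fold change, where uniformly distributed p-values would give 936.95. After Benjamini-Hochberg adjustment over all genes tested, *Park7* and *Tnfrsf9* had an adjusted p-value under 0.05, both lower in KO. The 5 KO and the 5 wildtype values did not overlap for 22 of the 245 genes. Across all genes tested this held for 41 genes (0.22%), where chance gives 0.79%. The 245 genes had a median of 21 counts per library, and 75 of them (30.6%) had fewer than 10. Of the upregulated genes in Table S5, 218 of 227 were matched by name, 147 were tested after the low-count filter, all 147 were higher in KO, and 91 passed the thresholds. Of the downregulated genes in Table S5, 236 of 247 were matched, 143 were tested, all 143 were lower in KO, and 117 passed. Table S5 comes from the same libraries, so the shared direction was largely set in advance and is not independent support.

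The alternative that added most genes to these counts was the fit without the low-count filter, in which 347 genes were higher and 507 lower in KO among 34986 tested. With an adjusted p-value under 0.05 in place of the unadjusted one, 0 genes were higher and 2 lower. Leaving out each of the 10 mice in turn gave 100 to 204 higher and 105 to 270 lower genes. The labels number the mice within each group. The deviations of same-numbered KO and wildtype mice from their group means had a mean correlation of -0.103 over 5 pairs, across genes, which are not independent replicates. With the replicate number as a block, 78 genes were higher and 154 lower, and only *Park7* had an adjusted p-value under 0.05. All 16 splits of these 10 mice into groups of 5 that part every same-numbered pair, the split by genotype included, gave at least 245 genes.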

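Table S5 lists the members of each GO term behind the upregulated DEGs, and their values after LPS were taken from the same fit. The paper had called these members higher from the same libraries, so their direction here was largely set in advance. *Cacna1a*, a member of "membrane depolarization", had a log2FC of 0.497, just under the threshold of 0.5, with an unadjusted p-value of 0.0036 (exact two-sided permutation test of log2 CPM, p = 0.0317). *Best2*, of the same term, was not tested, with 0, 0, 2, 5 and 5 counts in KO and 1 count in a single library of the wildtype mice. Of the 14 members of "signal transduction", 12 were tested. All 12 were higher in KO, with log2FC values from 0.50 to 1.45, and 5 passed the thresholds. *Irs4* and *Npy5r* were not tested, with 10 or fewer counts in every LPS library. The 3 members of "apoptotic signaling pathway" were higher in KO. *Apaf1* passed with a log2FC of 0.55 and an unadjusted p-value of 0.041. Its log2FC was 0.49 with the replicate number as a block. Its KO values included 1 library with 4370 counts, and an exact two-sided permutation test gave p = 0.214. *Hip1* (log2FC 0.55) and *Cd5* (log2FC 1.10) had unadjusted p-values of 0.0509 and 0.071. None of the members reported here had an adjusted p-value under 0.05. The DAVID FDR that the paper lists for each of these 3 terms is 1.0.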

GO terms resulting from the 227 upregulated DEGs comparing CD11b^+^ cells isolated from *PARK7*/DJ-1 KO and wildtype mice in response to LPS were “membrane depolarization”, “signal transduction” and “apoptotic signaling pathway” (Fig. 2A). On the other hand, GO terms resulting from the corresponding 247 downregulated DEGs were linked to the immune response, mainly related to the regulation of the adaptive immune system, such as “adaptive immune response” and “negative regulation of T cell proliferation”, and interferon-gamma-related pathways, exemplified by “interferon-gamma production” and “cellular response to interferon-gamma” terms (Fig. 2B). 

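In the edgeR fit, the tested members of these terms were all lower in KO than in wildtype mice after LPS. The paper had called them lower from the same libraries, so this direction was largely set in advance and does not test the terms. Of the 8 members of "adaptive immune response" in Table S5, 4 were tested, with log2FC values from -1.84 to -0.54, and 3 passed the thresholds. The 4 others, *Ifng*, *Sla2*, *Jchain* and the predicted gene *Gm13283*, had too few counts for the filter. Of the 4 members of "negative regulation of T cell proliferation", 3 were tested (log2FC from -0.66 to -0.54) and *Spn* and *H2-Aa* passed. The member not tested, *Ido1*, had 1, 2, 6, 8 and 1 counts in KO and 8, 4, 8, 42 and 10 counts in wildtype mice. All 3 members of "interferon-gamma production" passed (log2FC from -0.83 to -0.64), and so did 3 of the 4 members of "cellular response to interferon-gamma" (log2FC from -0.99 to -0.74). *Ccl22*, one of these, had a log2FC of -0.89 and an exact two-sided permutation p = 0.0476 on log2 CPM. None of the tested members had an adjusted p-value under 0.05. The DAVID FDR listed by the paper is 0.619 for the 2 terms on adaptive immunity and T cell proliferation and 1.0 for the 2 interferon-gamma terms.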

Among the related down-regulated genes, *Tnfrsf9, Ciita, Serpina3g, Ifng* and *H2.Aa* were in the top 50 protein-coding DEGs (Fig. 2C).

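*Tnfrsf9* (ENSMUSG00000028965) encodes a receptor of activated lymphocytes and lies on chromosome 4 of GRCm39 from 150999019 to 151030559 on the plus strand. It starts 115 bp beyond the end of *Park7*, which lies on the opposite strand. After LPS it was at 1.29 ± 1.17 CPM (SD, n = 5) in KO and 16.6 ± 8.41 CPM (SD, n = 5) in wildtype mice. All 5 KO values lay below all 5 wildtype values (exact two-sided permutation test on log2 CPM, p = 0.00794, the smallest that 5 mice against 5 allow). The log2FC was -3.67 (SE 0.527, adjusted p = 0.0129 from edgeR's quasi-likelihood test), and from -4.39 to -3.36 with each mouse left out in turn. With the replicate number as a block it was -3.69 (adjusted p = 0.0777 from edgeR's test).

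*Serpina3g* (ENSMUSG00000041481, chromosome 12, 104202386 to 104208203), a member of a family of closely related serine protease inhibitor genes between which reads can be split, had 2.71 ± 1.60 CPM in KO and 9.76 ± 5.92 CPM in wildtype mice (SD, n = 5 each). Its log2FC was -1.84 (SE 0.497, adjusted p = 1.00 from edgeR's test), and its groups did not overlap either. *Ciita* (ENSMUSG00000022504, chromosome 16, 10297923 to 10347694), the transactivator of MHC class II genes, had 4.05 ± 1.39 CPM in KO and 7.23 ± 2.10 CPM in wildtype mice (SD, n = 5 each). Its log2FC was -0.83 (SE 0.235, adjusted p = 1.00 from edgeR's test) and its exact two-sided permutation p = 0.0159. *H2-Aa* (ENSMUSG00000036594, chromosome 17, 34493404 to 34506798), an MHC class II gene, had 26.6 ± 9.61 CPM in KO and 38.7 ± 9.68 CPM in wildtype mice (SD, n = 5 each). Its log2FC was -0.54 (SE 0.200, adjusted p = 1.00 from edgeR's test) and its exact two-sided permutation p = 0.0556. *Ifng* (ENSMUSG00000055170, chromosome 10, 118276951 to 118281797), which encodes interferon-gamma, had 0, 1, 1, 5 and 0 counts in KO and 10, 1, 19, 25 and 8 counts in wildtype mice and was removed by the low-count filter. Without the filter its log2FC was -3.22 (SE 0.881, adjusted p = 0.967 from edgeR's test), and the exact two-sided permutation p = 0.0159. Among the 137 protein-coding genes past the thresholds, ordered by p-value, *Tnfrsf9* was at position 2, *Serpina3g* at 6, *Ciita* at 10 and *H2-Aa* at 38. These exact tests were 5 of 29 run on named genes, of which 11 had an adjusted p-value under 0.05 over the 29. The 29 include genes the paper had called from these same libraries and genes picked here because their groups did not overlap. The adjustment does not cover that choice, so it is not independent support.

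**Figure D1:**
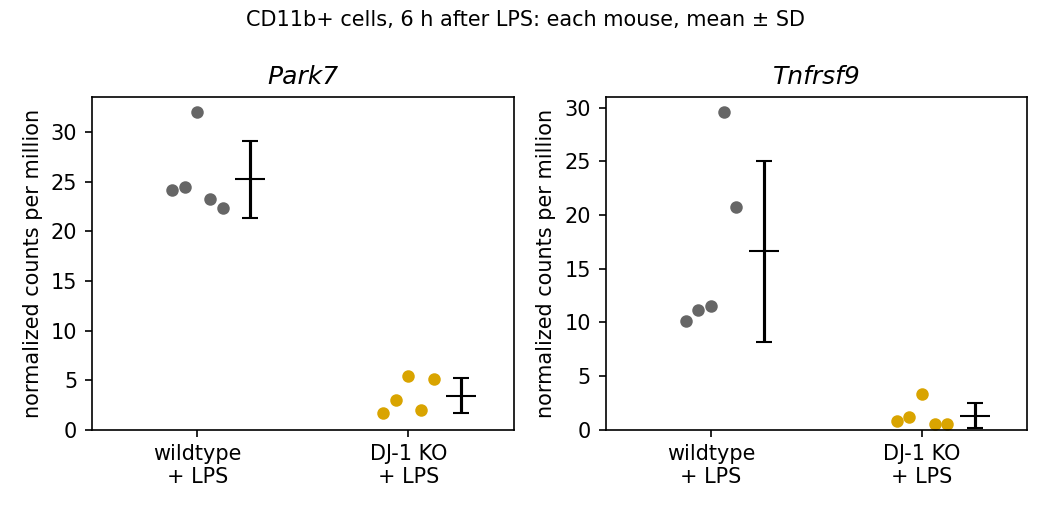
*Park7* and *Tnfrsf9* in CPM (vertical axis) in the CD11b+ cells of each wildtype and KO mouse 6 h after LPS, with the mean and SD of each group of 5. After LPS, *Tnfrsf9* averages 1.29 CPM in KO and 16.6 CPM in wildtype mice, and *Park7* averages 3.45 and 25.3 CPM.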

**Fig. 2:**
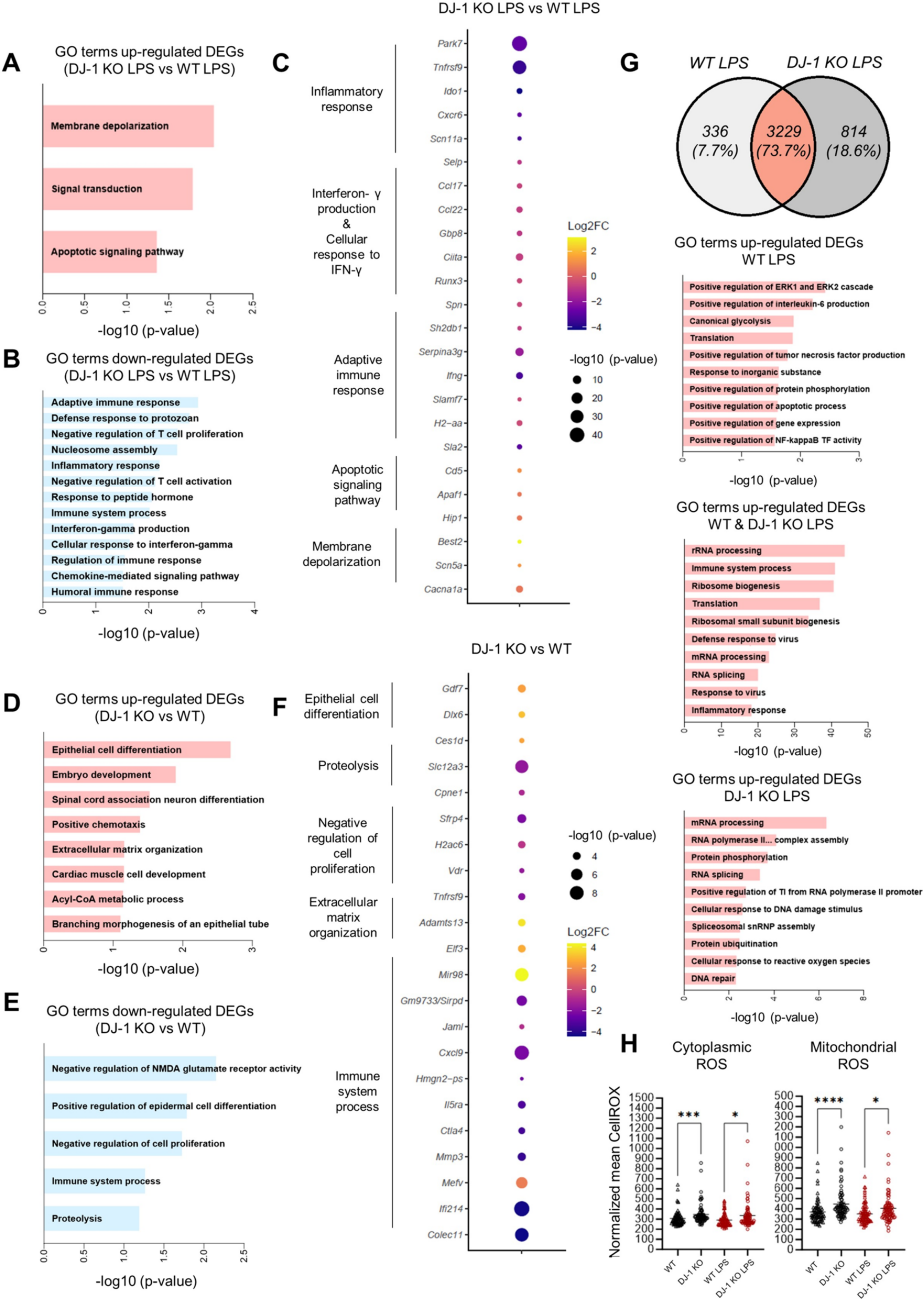
Distinct reaction of microglia in *PARK7*/DJ-1 KO mice compared to wildtype mice 6 h after systemic LPS-induced inflammation and at baseline. **A**, **B** GO terms corresponding to **A** upregulated or **B** downregulated genes comparing microglia in *PARK7*/DJ-1 KO and wildtype male mice 6 h after LPS treatment. **C** Dot plot showing a selection of differentially expressed genes (p-value < 0.05, |log2FC|≥ 0.5) comparing CD11b^+^ microglia isolated from *PARK7*/DJ-1 KO and wildtype mice 6 h after LPS-induced inflammation. Color bar shows log2 Fold Change (FC), while the size of the dot is proportional to the statistical significance indicated as − log10 (p-value). **D**–**E** GO terms corresponding to **D** upregulated or **E** downregulated genes comparing microglia in *PARK7*/DJ-1 KO and wildtype mice at baseline. **F** Dot plot showing a selection of variable genes (p-value < 0.05, |log2FC|≥ 0.5) comparing CD11b^+^ microglia isolated from *PARK7*/DJ-1 KO and wildtype mice at baseline. Color bar shows log2 Fold Change (FC), while the size of the dot is proportional to the statistical significance indicated as –log10 (p-value). **G** Venn diagram and GO terms corresponding to upregulated genes matching differentially expressed genes (adjusted p-value < 0.05, log2FC ≥ 0.5) resulting from the comparison of microglia in wildtype and *PARK7*/DJ-1 KO mice 6 h after LPS treatment. **H** Cytoplasmic and mitochondrial ROS levels in microglia isolated from wildtype and *PARK7*/DJ-1 KO male mice cultured overnight left untreated or treated with LPS (100 ng/mL) and analyzed by live imaging. Graphs show normalized CellROX mean of analyzed images (dots). Kruskal–Wallis test with multiple comparisons. ****p < 0.0001; ***p < 0.001; *p < 0.05 (n = mean of 26 images per condition from 3 mice per group)

The characterization of these distinct profiles under LPS treatment prompted us to investigate whether differences between microglial cells in *PARK7*/DJ-1 KO and wildtype mice were already detectable at baseline. 

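At baseline, total counts ranged from 16333434 to 22788884 in the 5 KO mice (median 17642987) and from 14558136 to 19314132 in the 4 wildtype mice (median 15148391), which had received PBS in place of LPS. Libraries were made and counted by the authors in the same way as after LPS, and the 9 baseline libraries entered the same fit with 4 groups, filter and thresholds. In them, 3 counts correspond to 0.139 to 0.197 CPM. The chi-square of the counts was at least 7.04 per degree of freedom for each pair of libraries within a group. *Park7* had 30, 56, 9, 17 and 47 counts in KO and 484, 369, 322 and 331 counts in wildtype mice. This corresponds to 1.66 ± 0.962 CPM (SD, n = 5) and 22.3 ± 2.08 CPM (SD, n = 4), with a log2FC of -3.74 (SE 0.403, adjusted p = 0.000389 from edgeR's quasi-likelihood test).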

Through RNA-sequencing analysis of MACS-isolated CD11b^+^ cells from *PARK7*/DJ-1 KO (n = 5) and age-matched wildtype (n = 4) mice, we detected 308 DEGs (p-value < 0.05, |log2FC|≥ 0.5) comparing KO versus wildtype. Among them, 103 genes were upregulated, while 205 genes were downregulated (Table S5). 

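At baseline, 150 genes passed the same thresholds in the edgeR fit, 42 higher and 108 lower in KO than in wildtype mice. DESeq2 on all groups without the low-count filter gave 332, 109 higher and 223 lower. In the edgeR fit at any fold change, 195 of the 18739 genes tested had an unadjusted p-value under 0.05, where uniformly distributed p-values would give 936.95. *Park7* was the gene with an adjusted p-value under 0.05. The KO and wildtype values did not overlap for 45 of the 150 genes. Across all genes tested this held for 182 genes (0.97%), where chance gives 1.59%. The 150 genes had a median of 12.1 counts per library, and 64 of them (42.7%) had fewer than 10. Of the 103 upregulated genes in Table S5, 54 were tested and 36 passed. Of the 198 downregulated genes of Table S5 that were matched, 123 were tested and 73 passed. Between the lists after LPS and at baseline, 7 genes were shared, 6 of them in the same direction. Leaving out each of the 9 mice in turn gave 30 to 94 higher and 67 to 153 lower genes. Of the 16 splits of these mice that part as many same-numbered pairs, the split by genotype included, 12 gave at least 150 genes.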

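Members of the baseline GO terms in Table S5 had low counts, and several did not pass the filter. The paper had called them from the same libraries, so their direction here was largely set in advance. Of the 4 members of "epithelial cell differentiation", *Elf3* and *Gdf7* were tested. *Gdf7* passed the thresholds with 1, 2, 14, 12 and 18 counts in KO and 1, 2, 2 and 1 counts in wildtype mice (exact two-sided permutation test on log2 CPM, p = 0.143). *Elf3* had 2, 0, 3, 21 and 3 counts in KO and 0, 0, 1 and 2 counts in wildtype mice and did not pass (exact two-sided permutation test, p = 0.278). It was also the single tested member of the 3 listed for "extracellular matrix organization". Both members of "branching morphogenesis of an epithelial tube", *Met* and *Gdf7*, passed, and *Met* had a log2FC of 0.93. Of the 5 members of "immune system process", a term of the downregulated DEGs, 3 were tested, all 3 were lower in KO and none passed. Of the 2 members of "positive regulation of epidermal cell differentiation", also a term of the downregulated DEGs, 1 was tested. It was lower in KO (log2FC -1.83) and passed. None of these members had an adjusted p-value under 0.05. The paper's DAVID FDR is 0.848 for "epithelial cell differentiation" and 1.0 for the other terms named here.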

GO terms resulting from the 103 upregulated DEGs comparing CD11b^+^ cells isolated from *PARK7*/DJ-1 KO and wildtype mice at baseline were mainly related to developmental processes and morphological adaptation, such as “epithelial cell differentiation”, “extracellular matrix organization” and “branching morphogenesis of an epithelial tube” (Fig. 2D), while terms resulting from the corresponding 205 downregulated DEGs included differentiation and immune response (Fig. 2E). 

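*Cxcl9* (ENSMUSG00000029417, chromosome 5, 92469206 to 92475945), a chemokine gene, had 4, 7, 13, 10 and 2 counts in the KO mice and 4, 99, 14 and 5 counts in the wildtype mice at baseline. Its log2FC was -2.28 (SE 0.730, adjusted p = 1.00 from edgeR's quasi-likelihood test). The exact two-sided permutation test on log2 CPM gave p = 0.262. With each of the 9 mice left out in turn, the log2FC ranged from -2.66 to -0.30, and its unadjusted p-value was under 0.05 in 8 of the 9 fits. *Ifi214* (ENSMUSG00000070501, chromosome 1, 173347283 to 173363523), one of a cluster of similar interferon-inducible genes between which reads can be split, had 0 counts in all 5 KO mice and 1, 1, 5 and 6 counts in the 4 wildtype mice. All KO libraries are below the 3 counts taken as the limit, so no fold change is given. The groups did not overlap (exact two-sided permutation test, p = 0.00794, the smallest that 5 mice against 4 allow). Among the 53 protein-coding genes past the thresholds, ordered by p-value, *Ifi214* was at position 2 and *Cxcl9* at 7.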

Among the related down-regulated genes, *Cxcl9* and *Ifi214*, linked to the interferon-gamma signaling, were in the top 50 protein-coding DEGs (Fig. 2F). We confirmed the decrease of the expression levels of these genes and the increase of *Mefv* by qPCR including additional CD11b^+^ brain cell samples derived from independent male and female mice (Fig. S2D). In line with reported results showing an exaggerated response of *PARK7*/DJ-1 deficient microglia towards pro-inflammatory stimuli in vitro, microglia isolated from *PARK7*/DJ-1 KO treated with IFNγ (50 ng/mL) for 6 h showed increased expression levels, albeit not statistically significant, of *Cxcl9* and *Ifi214* compared with cells isolated from wildtype mice (Fig. S2E), suggesting that potential compensatory mechanisms taking place in the brain milieu are not recapitulated when microglia are isolated and cultured in vitro. Further, in contrast with the results we obtained in adult mice, the expression levels of pro-inflammatory markers, including *Il6* and *Cxcl9*, were up-regulated in MACS-isolated CD11b^+^ microglial cells from *PARK7*/DJ-1 KO aged mice (12–13 month old) compared to age-matched wildtype mice treated with LPS (4 μg/g body weight) for 6 h (Fig. S2F), indicating that compensatory mechanisms underlying the distinct activation profile in adult mice are possibly exhausted with aging.

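For LPS against baseline within each genotype, the thresholds were the paper's for this comparison, an adjusted p-value under 0.05 and |log2FC| of at least 0.5, in the same edgeR fit of the 19 libraries. In wildtype mice (n = 5 after LPS, n = 4 at baseline), 3456 genes were higher and 3265 lower after LPS. In KO mice (n = 5 each), 3759 genes were higher and 3564 lower. No other split of the wildtype mice or of the KO mice that was run gave as many genes, in 50 splits of each. The deviations of same-numbered LPS and baseline mice from their group means had a mean correlation, across genes, of 0.327 over 4 wildtype pairs and 0.255 over 5 KO pairs. With the replicate number as a block, 3355 genes were higher and 3113 lower after LPS in wildtype, and 3704 were higher and 3573 lower in KO mice. Across the 18739 genes tested, the log2FC values of the 2 genotypes had Pearson's r = 0.937 and Spearman's rho = 0.902, and genes are not independent replicates.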

By conducting a direct comparison of the LPS-induced genetic responses between microglia isolated from wildtype and *PARK7*/DJ-1 KO adult mice, we identified DEGs comparing LPS and baseline conditions in microglia (adjusted p-value < 0.05, |log2FC|≥ 0.5), both from wildtype and KO mice (Table S6), and compared the detected genes. 

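Of the 4060 genes higher after LPS in at least 1 genotype, 3155 (77.7%) were higher in both, 301 only in wildtype and 604 only in KO mice. Among the genes lower after LPS, 2887 were shared, 378 were found only in wildtype and 677 only in KO mice. With the replicate number as a block, 3042 genes were higher in both genotypes, 313 only in wildtype and 662 only in KO mice. The alternative that moved the shared count most was the filter of at least 10 counts in every sample, with 2386 shared genes.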

Most of the identified genes (3229 DEGs, corresponding to 73.7% of total DEGs) were up-regulated in both LPS-treated conditions and, as expected, were mainly associated with GO terms linked to inflammatory responses. 

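Whether the LPS response itself differed between genotypes was tested with the interaction contrast of the same edgeR fit, the log2FC after LPS in KO minus that in wildtype mice. None of the 18739 genes had an adjusted p-value under 0.05, and 180 had an unadjusted p-value under 0.05. Among the 905 genes higher after LPS in 1 genotype only, 42 (4.64%) had an unadjusted interaction p-value under 0.05, against 0.961% of all genes tested. Picking genes by a call in 1 genotype only can itself raise this share. In the other genotype, 98.0% of the 905 had a log2FC above 0. An adjusted p-value under 0.05 there was found for 110 of the 301 wildtype-only and 114 of the 604 KO-only genes. The 301 genes found only in wildtype mice had a median log2FC of 0.70 in wildtype and 0.48 in KO. The 604 genes found only in KO mice had a median log2FC of 1.00 in KO and 0.50 in wildtype.

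The paper's own lists of unique genes gave similar values in this fit, where higher means a log2FC above 0. Of the 252 wildtype-only genes of Table S6 that were tested, 247 (98.0%) were higher after LPS in KO mice too, with a median log2FC of 0.82 in wildtype and 0.48 in KO. Of the 636 KO-only genes tested, 617 (97.0%) were higher in wildtype mice too, with medians of 0.78 in KO and 0.49 in wildtype. An unadjusted interaction p-value under 0.05 was found for 14 (5.6%) and 22 (3.5%) of them, and an adjusted one for none. For "positive regulation of tumor necrosis factor production", 5 of the 6 members were tested. All 5 were called in wildtype and none in KO, and all 5 were higher after LPS in both, with medians of 0.64 and 0.47. The 6 members of "positive regulation of NF-kappaB TF activity" had medians of 0.67 in wildtype and 0.47 in KO. Of the 22 members of "cellular response to DNA damage stimulus", 20 were called in KO and 3 in wildtype, all 22 were higher in both, and the medians were 0.61 in KO and 0.44 in wildtype. The DAVID FDR that the paper lists is 1.0 for the 2 wildtype terms and 0.845 for the DNA damage term.

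**Figure D2:**
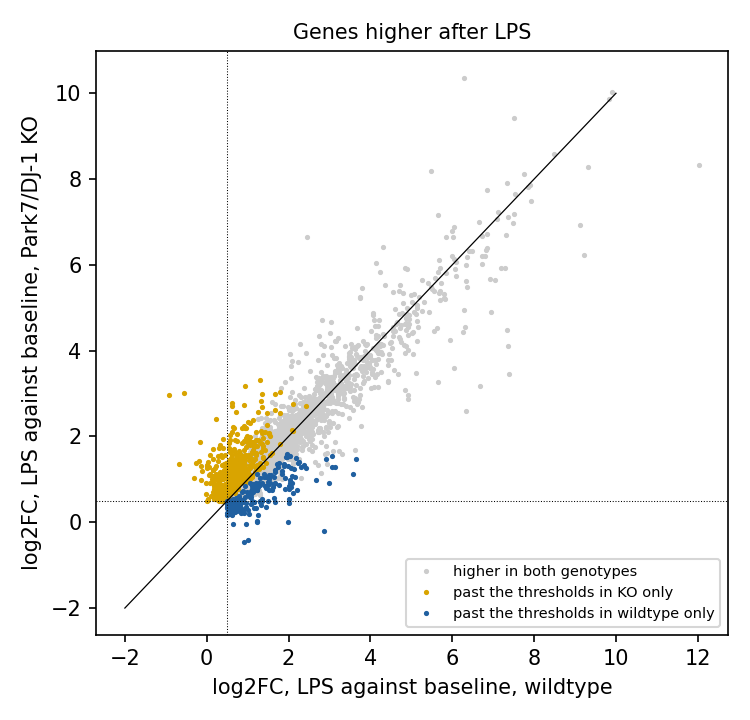
Log2FC after LPS in wildtype mice (horizontal axis) against KO mice (vertical axis) for each gene higher after LPS in at least 1 genotype. Points are coloured by whether the gene passed the thresholds in both genotypes (3155), only in wildtype (301) or only in KO mice (604).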

On the other hand, GO terms corresponding to 336 unique up-regulated DEGs in microglia from wildtype mice were associated with classical microglial activation, such as “positive regulation of tumor necrosis factor production” and “positive regulation of NF-kappaB TF activity”, while GO terms related to 814 unique up-regulated DEGs in microglia from *PARK7*/DJ-1 KO mice, such as “cellular response to DNA damage stimulus”, were linked to DNA repair processes (Fig. 2G). Thus, these results corroborate the findings obtained by scRNA-seq analyses after 24 h of LPS treatment. 

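The marker genes of the paper's 24 h clusters (Table S4) were tested as sets in the 6 h libraries, KO against wildtype, with limma's camera on the edgeR fit and the correlation between genes estimated from the data. After LPS, the 111 tested markers of Cluster 3 had a median log2FC of -0.017 (adjusted p = 0.992 over 10 set tests with limma's camera). The 194 markers of Cluster 4 had a median of 0.038 (adjusted p = 0.992) and the 180 markers of Cluster 5 a median of -0.12 (adjusted p = 0.691). At baseline the medians were -0.0050, 0.034 and -0.023, each with an adjusted p = 0.992. With the replicate number as a block, the medians after LPS were -0.021, 0.043 and -0.12. None of these sets had an adjusted p-value under 0.05 when the correlation was estimated. With the correlation fixed at 0.01, the sets of Cluster 4 and Cluster 5 after LPS and of Cluster 4 at baseline had unadjusted p-values of 0.0339, 2.91e-06 and 0.0284. The paper compared the 2 time points through the GO terms of the unique up-regulated DEGs and concludes that the 6 h results match the scRNA-seq findings.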

Further, as “cellular response to reactive oxygen species” was among the terms associated with up-regulated DEGs in microglia from *PARK7*/DJ-1 KO mice, we measured the levels of microglial reactive oxygen species (ROS). 

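The 6 genes that the paper lists under this term in Table S6 include *Park7* itself. In the edgeR fit, all 6 passed the thresholds for LPS against baseline in KO mice and 1 did in wildtype mice. All 6 had a log2FC above 0 after LPS in both genotypes, with a median of 0.77 in KO and 0.45 in wildtype mice. None of the 6 had an unadjusted interaction p-value under 0.05, and the log2FC of KO minus that of wildtype ranged from 0.11 to 0.86. The DAVID FDR listed by the paper for this term is 0.906.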

For this, we isolated CD11b^+^ microglial cells from *PARK7*/DJ-1 KO and wildtype mice, cultured overnight with or without LPS (100 ng/mL) and subsequently assessed ROS levels and mitochondrial membrane potential with live imaging. As expected, ROS tracer intensity in the cytoplasm and mitochondria was higher in microglia from *PARK7*/DJ-1 KO compared with wildtype mice, both at baseline and following LPS treatment (Fig. 2H). Although there were no differences in mitochondrial membrane potential between microglia from *PARK7*/DJ-1 KO and wildtype mice at baseline, it was decreased in LPS-treated samples, with a significantly stronger loss of mitochondrial membrane potential in microglia from *PARK7*/DJ-1 KO mice (Fig. S2G), indicating that increased ROS amounts in these cells induce higher levels of mitochondrial clearance to possibly sustain their viability.

At the protein level, in line with the detected transcriptional dampened immune activation of microglia in *PARK7*/DJ-1 KO compared to wildtype adult mice treated with LPS, we detected decreased expression levels of CD11b (Fig. S2H).

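A list of 39 tested genes of the type II interferon response, written before the counts were seen, was tested as a set with limma's camera on the edgeR fit. After LPS, 33 of the 39 genes were lower in KO than in wildtype mice, with a median log2FC of -0.29 and an unadjusted p-value of 0.0127 (adjusted p = 0.127 over 10 set tests). With the replicate number as a block the median was -0.27 and the unadjusted p-value 0.0094. With the 7 genes that Table S5 also lists left out, the median was -0.22 and the unadjusted p-value 0.056. Over 7 alternatives, camera's unadjusted p-value ran from 6.5e-14 to 0.056. These include a correlation between genes fixed at 0.01, below the 0.229 estimated for this set. Of the 39 genes, 8 had an unadjusted p-value under 0.05, 3 an adjusted p-value under 0.05 over the list alone, and 0 over all genes tested. The mean log2 CPM of the list was 5.84 ± 0.29 (SD, n = 5) in KO and 6.17 ± 0.35 (SD, n = 5) in wildtype mice after LPS, and these values overlapped (exact two-sided permutation test, p = 0.151).

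At baseline, 31 of the 39 genes were lower in KO, with a median log2FC of -0.057 (adjusted p = 0.771 with limma's camera). *Cxcl9* was the gene of the list with an unadjusted p-value under 0.05. The mean log2 CPM of the list was 4.03 ± 0.075 (SD, n = 5) in KO and 4.13 ± 0.023 (SD, n = 4) in wildtype mice (exact two-sided permutation test, p = 0.0476). After LPS, the median of the set moved to -0.10 (unadjusted p-value 0.196) when a score of NK and T cell marker genes was added as a covariate.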

Taken together, these results show that microglia in *PARK7*/DJ-1 KO adult mice downregulate genes associated with inflammatory responses, specially linked to interferon-gamma signaling, both at the early stages of inflammatory conditions and at baseline, compared to wildtype mice. On the other hand, microglia in *PARK7*/DJ-1 KO mice treated for 6 h with LPS upregulate genes related to “membrane depolarization”, “signal transduction” and “apoptotic signalling pathway”, which, in line with the described functions of DJ-1 as an important protector against ROS and the DNA damage response signatures identified after 24 h of LPS treatment by scRNA-sequencing (Cluster 4), are related to repair and tolerance mechanisms, such as attenuation of mitochondrial reactive oxygen species generation [56].

### Discrete activated transcriptional profile of microglia derived from iPSCs harboring the c.192G > C mutation in *PARK7* compared to isogenic controls 6 h after LPS treatment

Next, to investigate whether these findings hold true in the human context, we applied a translational approach to verify if the microglial transcriptional phenotype identified in *PARK7*/DJ-1 KO mice was similar in human *PARK7*/DJ-1 mutant iPSC-derived microglia. Briefly, iPSCs carrying the c.192G > C mutation in *PARK7* causing the amino acid change p.E64D in DJ-1 were previously described to lead to undetectable levels of DJ-1 protein in these cells due to aberrant splicing [7]. Both isogenic control and mutant iPSCs expressed similar levels of the typical pluripotency markers, including stage-specific embryonic antigen-4 (SSEA4), podocalyxin (TRA-1-60), octamer-binding transcription factor 4 (OCT4) and sex determining region-Y box (SOX2), thus suggesting that *PARK7*/DJ-1 deficiency does not affect their expression (Fig. S3A,B). As expected, while we measured high levels of *PARK7*/DJ-1 expression in isogenic control fibroblasts and iPSCs, both at the protein and mRNA level, its expression was not detectable in the corresponding mutant cells (Fig. S3C,D). We derived microglial cells from iPSCs following an established protocol [28, 76]. Analysis of *PARK7* in the resultant iPSC-derived microglia (iMG) confirmed the lack of its expression in the mutant cells (Fig. S3C). Gene expression analyses of three human microglia homeostatic genes, *GPR34*, *TREM2* and *P2RY12*, in both isogenic control and mutant cultures, showed increased expression levels in iMG when compared to undifferentiated iPSCs, thus indicating effective differentiation of the two lines into microglia-like cells (Fig. S3E).

As conducted in the mouse model, we carried out RNA sequencing to compare the transcriptional signatures of *PARK7*/DJ-1 mutant and isogenic control iMG, both with or without a LPS (100 ng/mL) treatment for 6 h, which resulted in relatively distinct clusters according to the four conditions (Fig. 3A). At baseline, among 197 DEGs (adjusted p-value < 0.05, |log2FC|≥ 0.5) (Table S7), we detected 103 upregulated genes in *PARK7*/DJ-1 mutant iMG. GO terms associated to those upregulated genes included “cell adhesion”, “proteolysis” and “extracellular matrix organization” (Fig. 3B). By contrast, GO analysis of the 94 downregulated genes comprised terms linked to immune responses, such as “cellular response to lipopolysaccharide” and “positive regulation of interferon-gamma production” (Fig. 3C), thus indicating an effect on microglial immune surveillance and activation already at baseline. We showed a selection of corresponding up- (e.g., *CPA4, PCDHGB5, LOXL4*) and down- (e.g., *NLRP2, S100A6, ACOD1, IFI44*) regulated genes (adjusted p-value < 0.05, |log2FC|≥ 0.5) characterizing *PARK7*/DJ-1 mutant iMG in a dot plot (Fig. 3D).

**Fig. 3:**
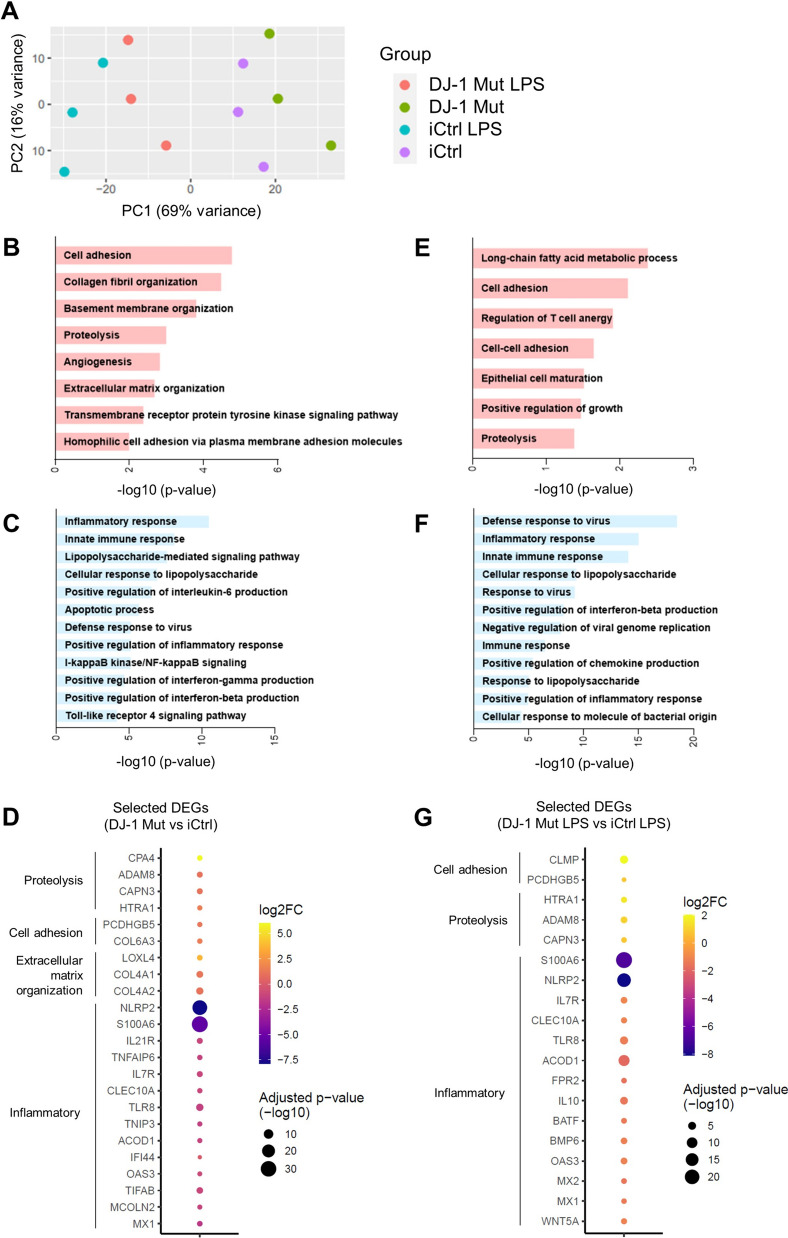
Discrete iPSC-derived microglia signatures between *PARK7*/DJ-1 mutant and isogenic control cells under LPS treatment and at baseline. **A** Design aware Principal component analysis (PCA) plot showing clustering of 3 replicates of differentiated iPSC-derived microglia (iMG) per condition: *PARK7*/DJ-1 mutant and isogenic control iMG untreated or treated with LPS for 6 h. **B-C** GO terms corresponding to **B** upregulated or **C** downregulated genes comparing *PARK7*/DJ-1 mutant and isogenic control iMG at baseline. **D** Dot plot showing selected differentially expressed genes (adjusted p-value < 0.05, |log2FC|≥ 0.5) comparing *PARK7*/DJ-1 mutant and isogenic control iMG at baseline. Color bar shows log2 Fold Change (FC) and the size of the dot is proportional to the statistical significance indicated as –log10 (adjusted p-value). **E–F** GO terms corresponding to **E** upregulated or **F** downregulated genes comparing *PARK7*/DJ-1 mutant and isogenic control iMG after 6 h LPS treatment. **G** Dot plot showing selected differentially expressed genes (adjusted p-value < 0.05, |log2FC|≥ 0.5) comparing *PARK7*/DJ-1 mutant and isogenic control iMG after treatment with LPS for 6 h. Color bar shows log2 Fold Change (FC) and the size of the dot is proportional to the statistical significance indicated as –log10 (adjusted p-value)

Under LPS conditions, we detected 289 DEGs (adjusted p-value < 0.05, |log2FC|≥ 0.5), when comparing *PARK7*/DJ-1 mutant and isogenic control iMG (Table S7). Among them, 83 genes were upregulated, while 206 were downregulated in *PARK7*/DJ-1 mutant iMG. GO analyses of up-regulated genes showed terms associated with long-chain fatty acid metabolism and cell adhesion (Fig. 3E), while corresponding analyses of down-regulated genes resulted in terms related to immune responses, including “defense response to virus”, “cellular response to lipopolysaccharide” and “positive regulation of interferon-beta production” (Fig. 3F). We displayed a selection of resulting up- (e.g., *CLMP, PCDHGB5, HTRA1, ADAM8*) and down-regulated (e.g., *S100A6, NLRP2, ACOD1*) genes (adjusted p-value < 0.05, |log2FC|≥ 0.5) characterizing *PARK7*/DJ-1 mutant iMG treated with LPS using a dot plot (Fig. 3G). Interestingly, some of these genes were commonly up- (e.g., *CLMP, HTRA1, ADAM8*) or down-regulated (e.g., *ACOD1, S100A6, NLRP2*) both at baseline and LPS conditions comparing *PARK7*/DJ-1 mutant and isogenic control iMG (Fig. S3F).

Overall, these results show that *PARK7*/DJ-1 mutant iMG, in line with the analogous murine cells, display an attenuated response to LPS compared to corresponding isogenic control cells. We further verified this analogy by analyzing GO terms in common between *PARK7*/DJ-1 mutant iMG and corresponding murine cells under LPS conditions, which resulted in 23 shared GO terms (Fig. S4A) associated to a dampened immune response in both species (Fig. S4B).

### Enhanced compactness at baseline and less pronounced amoeboid morphology of microglia in *PARK7*/DJ-1 KO compared to wildtype mice after 6 and 24 h of LPS treatment

Since the identified distinct microglial gene expression patterns may represent morphological phenotypes evident in brain tissues, we investigated microglial morphological changes in *PARK7*/DJ-1 KO and wildtype mice at baseline and under LPS conditions. To this end, we stained brain tissues with an antibody against the microglial marker ionized calcium-binding adapter molecule 1 (IBA1) and applied MIC-MAC 2 to the resulting 3D confocal images in order to segment and classify microglial cells based on their morphology [22, 59]. While, homeostatic surveying microglia were highly ramified with multiple processes (nodes), activated microglia show a more amoeboid and compact shape. Using MIC-MAC 2, we were able to extract morphological features based on the shape, structure and size of microglia, enabling to score the cells based on the levels of their roundness or elongation.

Within the analyzed cortical regions, we recognized five distinct morphological clusters that were differentially represented in *PARK7*/DJ-1 KO and wildtype mice at baseline and after 6 h of LPS-treatment (Fig. 4A). Corresponding quantifications showed decreased ratios of ramified microglia (Cluster 1) and enhanced proportions of amoeboid microglia (Cluster 5) in *PARK7*/DJ-1 KO compared with wildtype mice at baseline (Fig. 4B). Under LPS conditions, the ratio of amoeboid microglia (Cluster 5) was increased compared to baseline conditions, although this rise was less prominent in *PARK7*/DJ-1 KO compared with wildtype mice (Fig. 4B). We further confirmed these results by coupling the analysis of relevant features, including compactness and node density, across the various conditions. Indeed, cortical microglia were more amoeboid and less ramified (fewer nodes) at baseline, while they were less amoeboid and more ramified after 6 h LPS-treatment in *PARK7*/DJ-1 KO compared with wildtype mice (Fig. 4C). In line with these observations, the intensity of IBA1 expression per number of IBA1^+^ voxels was higher in wildtype compared with *PARK7*/DJ-1 KO brains 6 h after LPS treatment (Fig. 4D). By similarly investigating morphological changes of microglia 24 h following LPS treatment, we detected higher compactness and lower node density of cortical microglia in wildtype compared to *PARK7*/DJ-1 KO mice (Fig. 4E,F). This trend was even more evident in the *substantia nigra*, a brain region that is primarily affected in PD (Fig. 4G,H), indicating a more prominent effect of *PARK7*/DJ-1 KO deficiency in microglial morphological adaptation in PD-related brain regions.

**Fig. 4:**
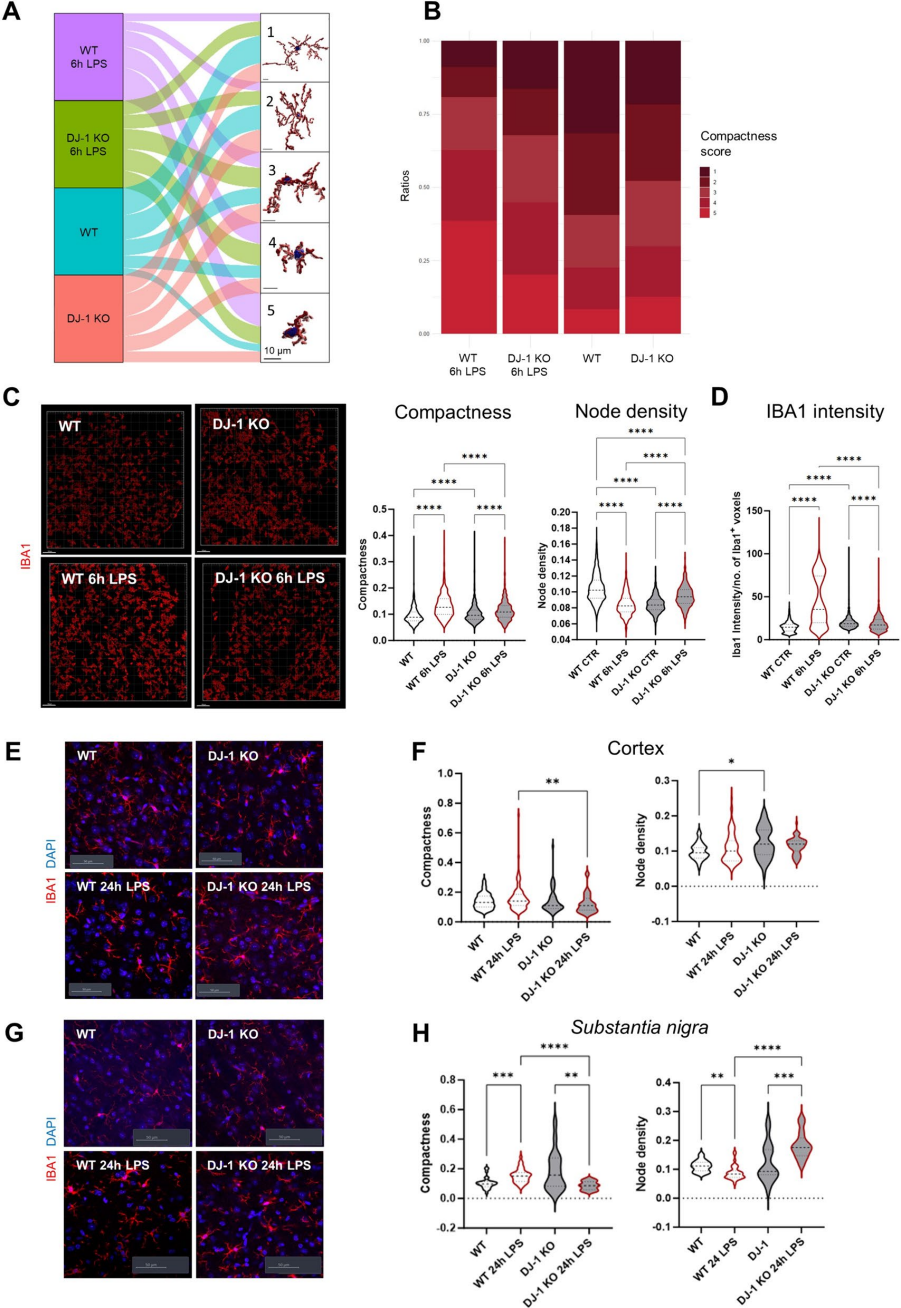
Microglia in *PARK7*/DJ-1 KO mice show a more compact morphology compared to wildtype mice at baseline and a less amoeboid morphology 6 and 24 h after LPS treatment. **A** Alluvial plot showing MIC-MAC analysis of IBA1^+^ cortical microglial cells flowing into 5 morphological clusters (pictures show 3D reconstructions of a representative microglial cell per cluster, scale bar: 10 μm) based on compactness score (spanning from cluster 1, corresponding to homeostatic ramified microglia, to cluster 5, representing amoeboid cells) according to their mouse origin, either from wildtype (baseline in turquoise, 6 h LPS in purple) or *PARK7*/DJ-1 KO (baseline in red, 6 h LPS in green) (n = 3–4 mice). **B** Bar graph showing the ratios of the identified clusters across the four different conditions (wildtype or *PARK7*/DJ-1 KO 6 h LPS, wildtype or *PARK7*/DJ-1 KO baseline) (mean = 244 ± 19 cells per cortex region from 3–4 mice per group). Color bar shows compactness score. **C** Left: representative pictures showing 3D reconstruction of cortical IBA1^+^ cells in *PARK7*/DJ-1 KO or wildtype mice with or without 6 h LPS treatment. The shade of red indicates the cluster to which the cell belongs. Scale bar: 150 μm. Right: violin plots showing mean compactness (left) or node density (right) (dotted line) of cortical microglial cells in wildtype or *PARK7*/DJ-1 KO mice with or without 6 h LPS treatment. Kruskal–Wallis test with Dunn’s test for multiple comparisons. ****p < 0.0001 (mean = 244 ± 19 cells per cortex region from 3–4 mice per group). **D** Violin plot showing mean of IBA1 intensity (dotted line) divided by the number of IBA1^+^ voxels of cortical microglial cells in wildtype or *PARK7*/DJ-1 KO mice with or without 6 h LPS treatment. Kruskal–Wallis test with Dunn’s test for multiple comparisons. ****p < 0.0001 (mean = 244 ± 19 cells per cortex region from 3–4 mice per group). **E** Representative pictures showing cortical IBA1^+^ cells in *PARK7*/DJ-1 KO or wildtype mice with or without 24 h LPS treatment. Scale bar: 50 μm. **F** Violin plots showing mean compactness (left) or node density (right) (dotted line) of cortical microglial cells in wildtype or *PARK7*/DJ-1 KO mice with or without 24 h LPS treatment. Kruskal–Wallis test with Dunn’s test for multiple comparisons. **p < 0.01, *p < 0.05 (mean = 22 ± 2 cells per cortex region from 3 mice per group). **G** Representative pictures showing *substantia nigra* IBA1^+^ cells in *PARK7*/DJ-1 KO or wildtype mice with or without 24 h LPS treatment. Scale bar: 50 μm. **H** Violin plots showing mean compactness (left) or node density (right) (dotted line) of *substantia nigra* microglial cells in wildtype or *PARK7*/DJ-1 KO mice with or without 24 h LPS treatment. Kruskal–Wallis test with Dunn’s test for multiple comparisons. ****p < 0.0001, ***p < 0.001, **p < 0.01 (mean = 9 ± 1 cells per substantia nigra region from 3 mice per group)

Taken together, our results show that microglia in *PARK7*/DJ-1 deficient mice display different morphologies at baseline and exhibit a distinct morphological adaptation in response to LPS-induced inflammation compared to wildtype microglia after 6 and 24 h of systemic LPS treatment.

### Type II interferon-related gene impairment, prominent compactness at baseline and less evident amoeboid morphology after LPS treatment detectable in bone marrow-derived macrophages comparing precursor cells isolated from *PARK7*/DJ-1 KO and wildtype mice

Lastly, to study if the identified murine ex vivo and human in vitro microglial transcriptional profiles under *PARK7*/DJ-1 KO deficiency are specific to brain cells or are also detectable in peripheral myeloid cells, we isolated bone marrow cells from the femurs and tibia of *PARK7*/DJ-1 KO and wildtype mice and differentiated them for 7 days into macrophages [74]. First, we verified that cells lacking *PARK7*/DJ-1 were effectively differentiated into macrophages by analyzing the expression levels of CD11b and F4/80, which indeed did not differ from wildtype cells and represented over 99% of total cells (Fig. 5A). Further, the expression levels of *Adgre1*, coding for F4/80, did not show differences between the two genotypes (Fig. 5B). As detected in microglia at baseline, bone marrow-derived macrophages (BMDMs) from *PARK7*/DJ-1 KO mice showed decreased expression levels of *Cxcl9* and *Ifi214* compared to corresponding cells isolated from wildtype mice (Fig. 5C). Following exposure of BMDMs to LPS (100 ng/mL) for 6 h, cells from *PARK7*/DJ-1 KO mice, as previously demonstrated in microglia, showed decreased expression levels of *Ciita* compared to cells from wildtype mice (Fig. 5D). Notably, in line with the observations we made in mouse brain slices, we detected prominent morphological differences between macrophages originating from *PARK7*/DJ-1 KO and wildtype mice, with KO macrophages showing enhanced compactness at baseline and a less evident amoeboid shape following 6 h of LPS exposure compared to wildtype cells (Fig. 5E). Moreover, we assessed cytoplasmic and mitochondrial ROS levels as well as evaluated the mitochondrial membrane potential with live imaging on BMDMs derived from *PARK7*/DJ-1 KO and wildtype mice. At baseline, there were no difference in both cytoplasmic and mitochondrial ROS levels between the two genotypes (Fig. 5F). However, after 6 h of LPS-treatment (100 ng/mL), ROS levels were significantly higher in macrophages from *PARK7*/DJ-1 KO mice in both compartments. Overnight treatment with LPS led to a decrease in ROS levels both in wildtype and *PARK7*/DJ-1 KO BMDMs compared to the 6-h time point (Fig. 5F). The loss of mitochondrial membrane potential under overnight LPS conditions was more prominent in macrophages from *PARK7*/DJ-1 KO compared to wildtype mice (Fig. 5G), in line with our observations in microglia. These results add on the known scavenging function of DJ-1 during oxidative stress and correspond to previous findings in DJ-1 KO macrophages [1].

**Fig. 5:**
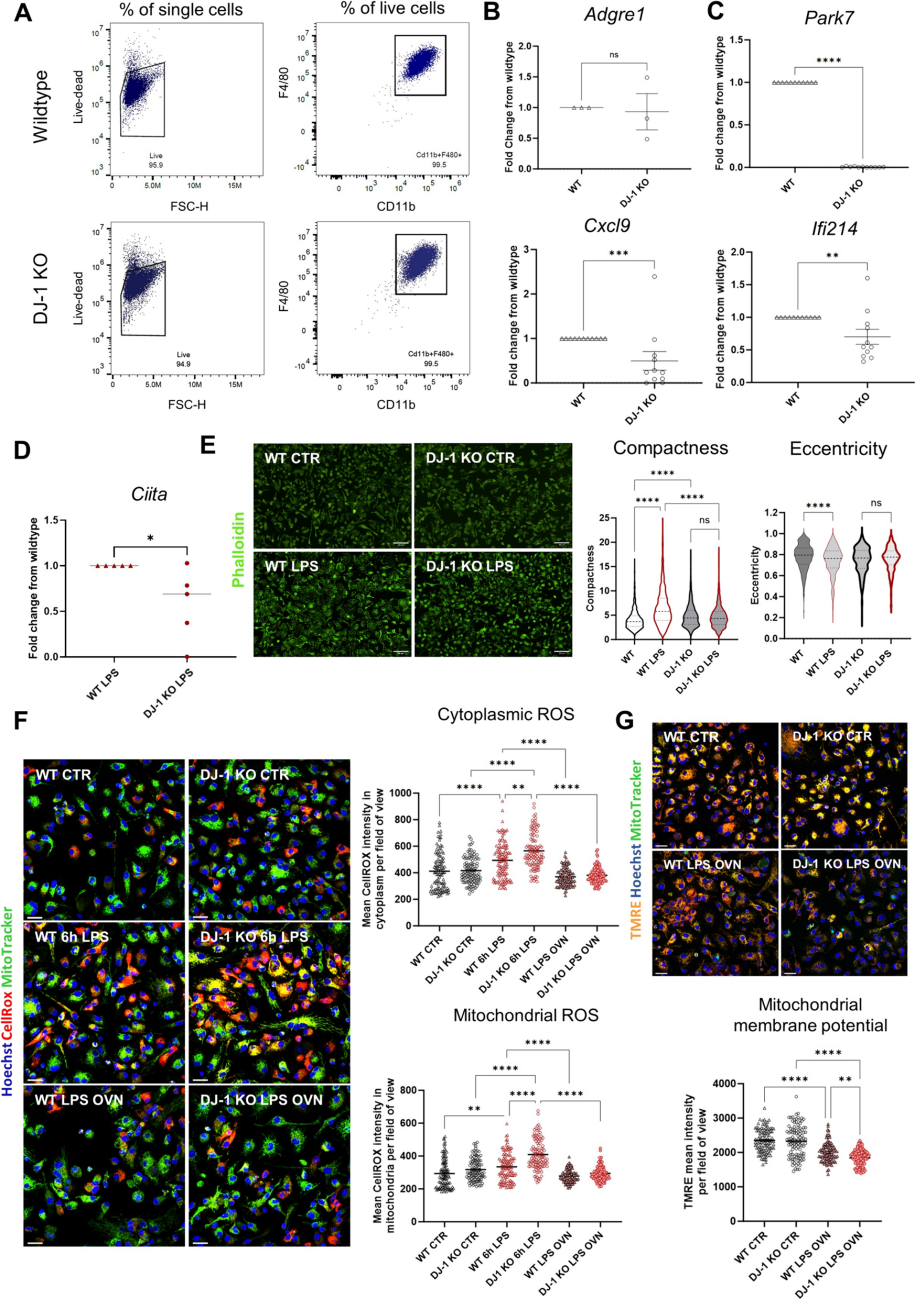
Characterization of *PARK7*/DJ-1-deficient bone marrow-derived macrophages at baseline and after LPS-treatment. **A** Representative gating strategy used to measure percentages of CD11b^+^F4/80^+^ BMDMs among total cells from bone marrow precursors isolated from wildtype (upper panel) or *PARK7*/DJ-1 KO (lower panel) mice (n = 1 mouse per genotype). **B** Gene expression levels of *Adgre1* (F4/80) comparing BMDMs originating from wildtype and *PARK7*/DJ-1 KO mice analyzed by qPCR. Graph shows mean of fold change (wildtype condition set at 1; *Gapdh* as housekeeping gene) ± SEM. Mann–Whitney test, ns: not significant (n = 3 mice per group). **C** Gene expression levels of *Park7, Cxcl9* and *Ifi214* in wildtype and *PARK7*/DJ-1 KO BMDMs analyzed by qPCR. Graphs represent mean of fold change (wildtype condition set at 1; *Gapdh* as housekeeping gene) ± SEM. Mann–Whitney test, ****p < 0.0001, ***p < 0.001, **p < 0.01 (n = 10 mice per group). **D** Gene expression levels of *Ciita* in wildtype and *PARK7*/DJ-1 KO BMDMs under 6 h LPS (100 ng/mL) treatment analyzed by qPCR. Graph represents mean of fold change (wildtype condition set at 1; *Gapdh* as housekeeping gene) ± SEM. Mann–Whitney test, *p < 0.05 (n = 5 mice per group). **E** Representative pictures of wildtype and *PARK7*/DJ-1 KO BMDMs stained with phalloidin showing actin filaments with and without 6 h LPS (100 ng/mL) treatment (left) and corresponding quantification of compactness and eccentricity scores (right). Scale bar: 69 μm. Kruskal–Wallis test for multiple comparisons. ****p < 0.0001, ns: not significant (n = 3 mice per group). **F** Assessment of cytoplasmic and mitochondrial ROS by live imaging. Left: representative images showing labeling of ROS in red and mitochondria in green in BMDMs at baseline, after 6 h LPS and LPS-treatment overnight (OVN). Right: graphs show mean CellROX intensity in cytoplasm and mitochondria per field of view (dots). Kruskal–Wallis test with Dunn’s test for multiple comparisons. ****p < 0.0001, **p < 0.01. **G** Analysis of mitochondrial membrane potential using the specific marker TMRE. Upper panel: representative pictures showing mitochondrial membrane potential (in orange) and mitochondria (in green) in BMDMs at baseline and after overnight treatment with LPS (100 ng/mL). Bottom panel: graph shows mean intensity of TMRE per field of view (dots). Kruskal–Wallis test with Dunn’s test for multiple comparisons. ****p < 0.0001, **p < 0.01

Overall, these results are in agreement with the previously characterized microglial transcriptional signatures and morphological adaptations detected in the mouse brain, showing that BMDMs under *PARK7*/DJ-1 deficiency display a reduced IFNrelated signature, both at baseline and after LPS exposure, as well as display similar morphological and ROS level alterations.

## Discussion

At first PD diagnosis, it has been estimated that 30–50% of dopaminergic neurons in the *substantia nigra* have already degenerated [9, 12]. Therefore, for diagnostic and therapeutic perspectives, it is crucial to explore occurrences in prodromal PD phases, the period preceding a PD diagnosis, during which neuroinflammatory processes are already taking place [71, 73]. Thus, in the present study we address this challenge by investigating transcriptional and morphological changes of microglia in a prodromal model of PD, the *PARK7*/DJ-1 KO mouse, at 3–4 months, an age corresponding to adulthood in humans [18], where motor symptoms are not manifested yet [55].

The large majority of studies investigating the functions of DJ-1 in microglia were so far conducted in immortalized microglial cell lines showing that *PARK7*/DJ-1 deficiency sensitizes cells resulting in an exaggerated response to LPS in vitro [42, 75]. In our study, we conducted in vivo and ex vivo analyses, thus achieving a more comprehensive view of the brain, corroborating our findings using translational in vitro models. We previously showed that the downregulation of homeostatic markers and upregulation of classical inflammatory genes represent a typical transcriptional signature of microglia in a LPS model of neuroinflammation [67]. Here, we show that microglia in *PARK7*/DJ-1 KO mice display a distinct response to LPS, specifically characterized by an attenuated inflammatory transcriptional program, which is also recapitulated in human *PARK7*/DJ-1 mutant iPSC-derived microglia (iMG). Among the impaired pathways, we detected a downregulation of genes related to interferon signaling, at baseline and following LPS treatment in both models. Specifically, in microglia isolated from *PARK7*/DJ-1 KO mice, we detected a downregulation of interferon-related genes, both at steady state (e.g. *Cxcl9, Tnfrsf9* and *Ifi214*) and after 6 h (e.g. *Ciita, Ifng, H2-Aa, Oasl2, Gbp8, Ifi213, Ifi27l2a, Tgtp2*) or 24 h (e.g. *Ifitm3, Irf7*) following LPS treatment, aligning with patterns also observed in long-term/chronic stress models [66, 82]. 

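In the CD11b+ cells of the bulk RNA-sequencing, *Tnfrsf9* at baseline had 2, 0, 0, 1 and 2 counts in KO and 3, 1, 3 and 7 counts in wildtype mice, so no fold change is given (exact two-sided permutation test on log2 CPM, p = 0.0635). After 6 h of LPS, *Ifi27l2a* was at 12.8 ± 3.42 CPM in KO and 20.9 ± 5.15 CPM in wildtype mice (SD, n = 5 each), with a log2FC of -0.70 (SE 0.220, adjusted p = 1.00 from edgeR's test). *Oasl2* was at 119.6 ± 24.9 CPM in KO and 165 ± 34.2 CPM in wildtype mice (SD, n = 5 each). Its log2FC of -0.47 and that of *Ifi213*, -0.49, were under the fold change threshold, with unadjusted p-values of 0.013 and 0.036. *Gbp8* (log2FC -0.99) and *Tgtp2* (log2FC -0.75) passed with unadjusted p-values of 0.0237 and 0.027. Both depended on single mice. With each mouse left out in turn, the log2FC ranged from -1.17 to -0.55 for *Gbp8* and from -0.94 to -0.43 for *Tgtp2*. The unadjusted p-values from edgeR's test reached 0.158 and 0.154 in these fits. Exact two-sided permutation tests gave p = 0.0397 for *Ifi27l2a*, p = 0.0476 for *Oasl2* and p = 0.103 for *Gbp8*, *Ifi213* and *Tgtp2*. None of these 5 genes had an adjusted p-value under 0.05. *Ifi213* and *Ifi214* belong to one cluster on chromosome 1, and *Gbp8* and *Tgtp2* to other families of similar genes, so reads can be split between family members. The paper names *Tnfrsf9* among the interferon-related genes downregulated in KO microglia at steady state, and the 5 genes among those downregulated after 6 h of LPS.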

In the DJ-1 mutant iMG, *S100A6, NLRP2* and *ACOD1* were among the most downregulated genes, both at baseline and after LPS treatment. Interestingly, *S100A6* is a gene known to be involved in cellular stress responses and regulation of cytoskeletal functions [81]. *ACOD1* is a key gene involved in immunometabolism coding for an enzyme converting the TCA cycle intermediate cis-aconitate into itaconate, which possesses anti-microbial properties [47]. Of note, *ACOD1* expression is induced by interferon regulating factor 1 (IRF1) [70], thus its decrease can be linked to the impairment of the interferon signaling pathway. Furthermore, *ACOD1* is also an important mediator of mitochondrial ROS generation [29], hence the downregulation of this gene could be a way of adjusting for the loss of DJ-1 in microglia. Previous studies reported excessive inflammatory reaction of DJ-1 deficient astrocytes and microglia to IFN-γ [36] and LPS [41, 46, 79]. Briefly, DJ-1 can bind src-homology 2-domain containing protein phosphatase (SHP-1) and inhibit signal transducer and activator of transcription 1 (STAT-1) signaling in microglia and astrocytes, dampening the inflammatory response initiated via STAT-1 [36]. The downregulation of IFN-related genes at baseline and after LPS-treatment in microglia from *PARK7*/DJ-1 KO adult mice may represent a compensatory mechanism aimed at avoiding an excessive neurotoxic response via the activation of STAT-1 and NFκB. Along these lines, higher levels of glutathione (GSH) have been detected in the medial prefrontal cortex of *PARK7*/DJ-1 KO compared to wildtype mice, which might signify a compensatory mechanism to overcome the loss of the anti-oxidative properties of DJ-1 [11]. Interestingly, changes in GSH metabolism have been observed in various PD patients [3]. This is possibly happening in astrocytes, as those glial cells are known to be important for feeding neurons with precursors for GSH synthesis [54]. In our study, we did not detect upregulation of genes related to the anti-oxidative machinery, neither in murine nor in iMG. However, as we aimed to focus on the effect of the loss of *PARK7*/DJ-1 in microglia, we cannot exclude that compensatory mechanisms took place in surrounding CNS cells. 

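In the murine CD11b+ cells, 30 tested genes of a list of antioxidant genes, written before the counts were seen, were compared between KO and wildtype mice. After LPS, 15 of the 30 were higher in KO, and the median log2FC was -0.0054 (adjusted p = 0.992 over 10 set tests with limma's camera). *Txnrd1* (log2FC 0.55), *Gpx1* (log2FC -0.39) and *Keap1* (log2FC -0.20) had unadjusted p-values of 0.0221, 0.00661 and 0.0229, and none had an adjusted p-value under 0.05 over the list. *Txnrd1* passed the unadjusted thresholds used for KO against wildtype, as 1 of the 30 genes. The median moved between -0.030 and 0.033 over 7 alternatives, and was 0.033 with the replicate number as a block. At baseline, 25 of the 30 genes were higher in KO, with a median log2FC of 0.10 and an unadjusted p-value of 0.039 (adjusted p = 0.195 with limma's camera). None of the 30 had an unadjusted p-value under 0.05 at baseline, and the log2FC values ranged from -0.25 to 0.48. The iMG were not analysed here.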

We, therefore, hypothesize that the downregulation of IFN-related genes and upregulation of DNA repair markers, which can be related to tolerogenic mechanisms [25], keep the loss of DJ-1 and oxidative stress in check. However, at a certain stage, representing a “tipping point”, the CNS environment and microglial cells are no longer able to compensate for the loss of *PARK7*/DJ-1 leading to neuroinflammation and neurodegeneration as a consequence of inflammageing and chronic disturbance of the redox balance. This hypothesis is supported by our findings in aged mice where microglia in *PARK7*/DJ-1 KO mice show increased expression levels of pro-inflammatory markers compared to wildtype mice when injected with LPS.

In addition to the attenuated inflammatory response at the transcriptional level, we found discrete morphological adaptations comparing the classical amoeboid shape of microglia after LPS treatment. The understanding of microglial physiology in relation to its morphology is generally limited and the shape of microglia only partly reflect their functions [6]. However, there is consensus on the overarching patterns and correlations between the shape of microglia and certain conditions, such as a less ramified and more compact amoeboid shape is considered an activated microglia reacting to danger or damage signals, whereas a highly ramified structure is considered a feature of surveying homeostatic microglia [78]. Our study found changes in gene ontologies related to cytoskeleton and extracellular matrix reorganization, both in *PARK7*/DJ-1 KO mice and human iPSC-derived DJ-1 mutant microglia. A previous study deeply investigated and described reduced microtubules in DJ-1 deficient neurons [61]. More specifically, *PARK7*/DJ-1 deficient mice exhibited a decreased dendritic complexity with reduced dendritic spine densities in medium spiny neurons [61]. This was found to be a consequence of the downregulation of β-tubulin-III, an important regulator of microtubules, which is regulated by HIF1α. In our study, we found a decreased complexity of microglial processes under steady state conditions in the cortex and *substantia nigra* of *PARK7*/DJ-1 KO mice, which had a more compact shape with thicker and less processes as well as a larger soma. This hyper-ramified morphology was previously observed in microglia in various chronic stress models, where stress was shown to increase microglial internal complexity and degree of branching [32, 65]. Importantly, these observations are in line with the detected impaired interferon-related signatures related to stress conditions at the transcriptional level. As microglial coverage and processes are essential for immunosurveillance, we hypothesize that the reduced complexity of microglia observed in *PARK7*/DJ-1 KO mice at baseline might affect their functions, including altering their communication with other CNS cells and their surveillant features of the brain parenchyma. The pivotal factors influencing process extensions and cell migration involve adhesive interactions with the surrounding extracellular matrix. 

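In the murine CD11b+ cells at baseline, *Mefv* (ENSMUSG00000022534, chromosome 16, 3525082 to 3535961) was at 0.768 ± 0.261 CPM (SD, n = 5) in KO and 0.266 ± 0.269 CPM (SD, n = 4) in wildtype mice. Its log2FC was 1.49 (SE 0.545, unadjusted p-value 0.0131, adjusted p = 1.00 from edgeR's quasi-likelihood test), and its exact two-sided permutation p = 0.0238 on log2 CPM. *Elf3* had a count above 3 in 1 of the 9 libraries, the KO mouse with 21 counts, and did not pass the thresholds. *Adamts13* was removed by the low-count filter, with 0, 1, 0, 10 and 5 counts in the 5 KO mice and 0 counts in each of the 4 wildtype mice (exact two-sided permutation test, p = 0.302). Human iMG were not analysed here.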

In this perspective, we found an upregulation of genes related to proteolysis, cell adhesion and extracellular matrix organization both in microglia from *PARK7*/DJ-1 KO mice (e.g. *Adamts13, Elf3, Mefv*) and in human DJ-1 mutant iMG (e.g. *CPA4, ADAM8, CAPN3, HTRA1, CLMP, COL6A3, COL4A1*). These findings suggest that microglia under *PARK7*/DJ-1 deficiency might be more active in the degradation of the extracellular matrix and the secretion of proteins involved in adhering and interacting with the matrix compared to their normal counterparts.

The distinct microglial phenotypic acquisition under *PARK7*/DJ-1 deficiency, both at baseline and following a LPS treatment, might play a role in fostering dopaminergic cell death and amplifying the damage to those vulnerable neurons over time. In fact, a precise balance between an efficient and timely response to infections without compromising the fine-tuned neuronal network is essential for a healthy CNS. Following the impairment of IFN-related pathways that we detected both in the mouse and human models, it would be interesting to further investigate the role of DJ-1 in additional infectious paradigms, such as in viral models. A dampened CNS immune response towards microbial threats under *PARK7*/DJ-1 deficiency could render prodromal PD individuals more susceptible to CNS or systemic infections, thus impacting the brain.

## Conclusions

In summary, our investigations provide a comprehensive transcriptional and morphological analysis of microglia in *PARK7*/DJ-1 KO mice under steady state and inflammatory conditions that we also complement for translational prospects in human *PARK7*/DJ-1 mutant iMG. Our results suggest that microglial cells under *PARK7*/DJ-1 deficiency react differently to an inflammatory stimulus, specifically dampening the interferon-related pathway at the transcriptional level and regulating actin dynamics and cell cytoskeleton affecting their classical amoeboid activated phenotypic state. Furthermore, we detected an impairment of the interferon response at baseline, which is associated with a hyper-ramified morphology representing typical features of microglia under chronic stressful conditions. Taken together, our findings suggest that the underlying chronic oxidative stress associated to the lack of *PARK7*/DJ-1 at baseline affects microglia neuroinflammatory responses, which may play a causative role in PD onset and progression. Further studies are warranted to investigate how the identified molecular and morphological cues underlying *PARK7*/DJ-1 deficiency affect key microglial functions and how they will affect the underlying neuronal network also taking advantage of models of chronic LPS [4] or living microbial infections [33] to assess the triggered neurodegenerative processes.

### Supplementary Information

Supplementary Material 1. Fig. 1. Characterization of wildtype and *PARK7*/DJ-1 KO mouse brains. A) Western blot analysis of DJ-1 and α-actin in whole brain tissue and CD11b^+^ MACS-sorted cells from wildtype and *PARK7*/DJ-1 KO mice. Amount of loaded proteins: wildtype brain tissue: 10 µg; *PARK7*/DJ-1 KO brain tissue: 20 µg; wildtype microglia: 10 µg; *PARK7*/DJ-1 KO microglia: 10 µg. B) Gating strategy used to discriminate lymphocytes (CD45^hi^CD11b^−^ cells) and myeloid cells (CD11b^+^ cells). Among the latter, neutrophils were recognized as Ly6G^+^ cells. From other myeloid cells (Ly6G^−^ cells), we identified border-associated macrophages (BAMs) (CD206^+^Ly6C^−^ cells), monocytes (CD206^−^Ly6C^+^ cells) and microglia (Ly6C^−^CD206^−^ cells). C) Percentages of corresponding cells over CD45^+^ cells extracted from *PARK7*/DJ-1 KO (circles) and wildtype (triangles) mice at baseline and 24 h following LPS treatment. Graphs show mean % of CD45^+^ cells ± SEM. 2-way ANOVA with Tukey’s multiple comparisons, *p < 0.05 (n = 3–5 mice per condition). D) UMAP showing 2931 CD11b^+^CD45^int^ microglial cells from female (pink) and male (green) mice 24 h after LPS treatment (n = 2 mice per group). E) Gene ontology terms corresponding to upregulated genes (adjusted p-value < 0.05, log2FC ≥ 0.5) comparing Cluster 1, 2 or 5 to the other clusters. Dotted line indicates minimum level of significance, i.e. –log10 (adjusted p value = 0.05) = 1.3. F) Analysis of KI67 expression in the cortex of wildtype and *PARK7*/DJ-1 KO mice (positive control in subventricular zone—SVZ). Scale bars: 50–100 μm. G) Gene expression levels of *MKi67* in CD11b^+^CD45^int^ microglial cells analyzed by qPCR (*Gapdh* as housekeeping gene). Bars represent mean ± SEM of analyzed mice (dots). Unpaired t-test, ns: not significant (n ≥ 3 mice).

Supplementary Material 2 Fig. 2. Characterization of CD11b^+^ cells isolated with magnetic beads and validation of identified marker genes discriminating microglia in wildtype and *PARK7*/DJ-1 KO mouse brains. A) Schematic representation of transcriptional analyses of CD11b^+^ microglial cells isolated either from *PARK7*/DJ-1 KO or wildtype mice at baseline and 6 h following LPS treatment. B) Gene expression levels of brain cell markers in CD11b^+^ (blue) and CD11b^−^ (brown) cells analyzed by qPCR. Graphs show relative expression levels of oligodendrocytic (*Mog, Mobp*), astrocytic (*Gfap, Ntsr2*), neuronal (*Tubb3, NeuN*) and microglia (*Gpr34, Olfml3*) markers (*Gapdh* as housekeeping gene). Bars represent mean ± SEM of analyzed male mice (dots). Unpaired t-test, ****p < 0.0001, ***p < 0.001, *p < 0.05 (n ≥ 3 mice). C) Representative picture of CD11b^+^ cells plated and stained with IBA1 antibody (top image) and quantification (n = 3 technical replicates from one mouse) of IBA1^+^ cells (% of total cells based on DAPI staining) (bottom graph). Scale bar: 20 μm. D) Gene expression levels of *Cxcl9*, *Ifi214* and *Mefv* in CD11b^+^ cells isolated from wildtype (n = 7) and *PARK7*/DJ-1 KO (n = 7) mice at baseline analyzed by qPCR (pink dots: females; white dots: males). Graphs represent mean of fold change (wildtype condition set at 1; *Gapdh* as housekeeping gene) ± SEM. Mann–Whitney test, *p < 0.05. E) Gene expression levels of *Cxcl9* and *Ifi214* in primary microglia untreated or treated with IFNγ (50 ng/mL) for 6 h obtained by culturing CD11b^+^ cells isolated from wildtype (n = 4) and *PARK7*/DJ-1 KO (n = 4) mice analyzed by qPCR (pink dots: females; blue dots: males). Graphs represent mean of fold change (wildtype untreated condition set at 1; *Gapdh* as housekeeping gene) ± SEM. Mann–Whitney test, **p < 0.01, *p < 0.05. F) Gene expression levels of *Cxcl9* and *Il6* in CD11b^+^ cells isolated from aged wildtype (n = 5) and *PARK7*/DJ-1 KO (n = 5) mice 6 h following LPS treatment analyzed by qPCR (pink dots: females; blue dots: males). Graphs represent mean of fold change (wildtype LPS condition set at 1; *Gapdh* as housekeeping gene) ± SEM. Mann–Whitney test, **p < 0.01. G) Analysis of mitochondrial membrane potential in microglia at baseline and after LPS treatment (100 ng/mL) overnight using the specific marker TMRE. Graph shows normalized mean intensity of TMRE per field of view (dots) in each group. Kruskal–Wallis test with Dunn’s test for multiple comparisons. ****p < 0.0001 (n = 3 male mice per group). H) Protein expression levels of CD11b in CD11b^+^ cells analyzed by multicolor flow cytometry. Graph shows normalized geometric mean ± SEM of analyzed mice (dots). 1-way ANOVA with Tukey’s multiple comparisons, *p < 0.05 (n = 3 mice).

Supplementary Material 3 Fig. 3. Quality control of human induced pluripotent stem cells, their efficient differentiation into microglia-like cells and differentially expressed genes between *PARK7*/DJ-1 mutant and isogenic control iPSC-derived microglia. A) iPSC colonies stained for nuclei (Hoechst) and specific pluripotent markers, SSEA4, TRA-1–60, OCT4 and SOX2 (upper panel shows isogenic control iPSCs, bottom panel shows *PARK7*/DJ-1 mutant iPSCs). Scale bar: 59 µm. B) *OCT4* and *SOX2* gene expression levels in both isogenic control (iCtrl) and mutant (DJ-1 Mut) iPSC lines analyzed by qPCR. Graphs represent mean of relative expression (iCtrl iPSC set at 1; *Gapdh* as housekeeping gene) (n = 1). C) Gene expression levels of *PARK7* and, specifically, *PARK7* exon 3 in both isogenic control (iCtrl) and mutant (DJ-1 Mut) iPSC lines and iPSC-derived microglia (iMG) by qPCR. Graphs represent mean of relative expression (*GAPDH* as housekeeping gene) ± SEM (n ≥ 1). D) Western blot showing DJ-1 expression, both in isogenic control and mutant lines, in fibroblasts and iPSCs. E) Gene expression levels of microglia homeostatic genes (*GPR34*, *TREM2* and *P2RY12*) in both isogenic control (iCtrl) and mutant (DJ-1 Mut) iPSC lines, in undifferentiated iPSCs and iMG analyzed by qPCR. Graphs represent mean of relative expression (*GAPDH* as housekeeping gene) ± SEM (n ≥ 1). F) Differentially expressed genes (adjusted p-value < 0.01, |log2FC|≥ 1) comparing *PARK7*/DJ-1 mutant and isogenic control iMG under LPS treatment and at baseline (n = 3 replicates of differentiated iMG per condition). Color bar shows log2 Fold Change.

Supplementary Material 4 Fig. 4. Comparison of GO terms associated to genes modulated in DJ-1 deficient microglia under LPS conditions between human and mouse models. A) Venn diagram showing numbers of unique and shared GO terms resulting from gene set enrichment analysis (GSEA) using log fold changes comparing *PARK7*/DJ-1 deficiency with wildtype conditions under LPS conditions from both human and mouse models. B) Dot plot depicting 23 GO terms in common between *PARK7*/DJ-1 mutant iMG and corresponding murine cells under LPS conditions. Color bar shows Normalized Enrichment Score (NES).

Supplementary Material 5.

Supplementary Material 6.

Supplementary Material 7.

Supplementary Material 8.

Supplementary Material 9.

Supplementary Material 10.

Supplementary Material 11.

## Data Availability

The single-cell RNA-sequencing and RNA-sequencing murine data supporting the conclusion of this article have been deposited in the Gene Expression Omnibus (GEO) repository (www.ncbi.nlm.nih.gov/geo/) with accession numbers GSE115571/GSE256105 and GSE254687, respectively. The human RNA-sequencing data has been deposited at the European Genome-phenome Archive (EGA), which is hosted by the EBI and the CRG, under accession number EGAD50000000291. Further information about EGA can be found on https://ega-archive.org "The European Genome-phenome Archive in 2021" [23].

## Abbreviations

BMC: Bone marrow cell
BMDM: Bone marrow-derived macrophage
BP: Biological processes
CNS: Central nervous system
DAPI: 4’,6-Diamidino-2-phenylindole
DAVID: Database for Annotation, Visualization and Integrated Discovery
DEGs: Differentially expressed genes
DJ-1: Protein deglycase-1, Parkinsonism associated deglycase-1 (*PARK7*)
EB: Embryoid bodies
FACS: Fluorescence-activated cell sorting
*Gfap*: *Glial fibrillary acidic protein*
GO: Gene ontology
*Gpr34*: *G-protein coupled receptor 34*
GSH: Glutathione
HBSS: Hanks’ Balanced Salt Solution
IBA1: Ionized calcium-binding adapter molecule 1 (also known as allograft inflammatory factor 1)
IFN-γ: Interferon gamma
iMG: Induced pluripotent stem cell-derived microglia-like cell
iPSC: Induced pluripotent stem cell
IRF1: Interferon regulating factor 1
KO: Knockout
LPS: Lipopolysaccharide
MACS: Magnetic-Activated Cell Sorting
MIC-MAC: Microglia and Immune Cell Morphologies Analyser and Classifier
*Mog*: *Myelin oligodendrocytic glycoprotein*
*Mobp*: *Myelin associated oligodendrocyte basic protein*
*NeuN*: *Neuronal nuclei*
*Ntsr2*: *Neurotensin receptor 2*
OCT4: Octamer-binding transcription factor 4
*Olfml3*: *Olfactomedin like 3*
UMAP: Uniform Manifold Approximation and Projection
*Park7*: *Parkinsonism associated deglycase 7*
PBS: Phosphate buffered saline
PCA: Principal component analysis
PD: Parkinson’s disease
RT-qPCR: Reverse Transcription Quantitative Polymerase Chain Reaction
SEM: Standard error of the mean
SHP-1: Src-homology 2-domain containing protein phosphatase
SOX2: Sex determining region-Y box
SSEA4: Stage-specific embryonic antigen-4
STAT-1: Signal transducer and activator of transcription 1
TGFβ: Tumor growth factor-β
TNF: Tumor necrosis factor
TRA-1-60: Podocalyxin
*Tubb3*: *Tubulin 3*

# Supplementary material for: PARK7/DJ-1 deficiency impairs microglial activation in response to LPS-induced inflammation
**Source:** J Neuroinflammation. 2024 Jul 16;21:174. doi: 10.1186/s12974-024-03164-x
**Supplement:** Supplementary file 5 — Supplementary Material 5.

**Table S1. List of antibodies used for FACS immune-phenotyping, western blotting and immunofluorescence staining.**

| **FACS immune-phenotyping** | | | |
| --- | --- | --- | --- |
| **Antibody** | **Vendor** | **Cat No** | **µl/tube (100 µl)** |
| **CD16/32** | eBioscience | 14016185 | 10 µl |
| **CD11b PerCP_Cy5.5** | eBioscience | 550993 | 5 µl |
| **CD11b PerCP_Cy5.5** | Biolegend | 101227 | 1 µl |
| **F4/80 PE** | Biolegend | 123110 | 5 µl |
| **CD45 FITC** | eBioscience | 11045482 | 1 µl |
| **Ly6G BV785** | Biolegend | 127645 | 2.5 µl |
| **Ly6C PB** | Biolegend | 128014 | 0.5 µl |
| **CD206 APC** | Biolegend | 141708 | 2.5 µl |
| **Goat IgG PE, isotype control** | R&D | IC108P | 5 µl |
| **Western blotting** | | | |
| **Antibody** | **Vendor** | **Cat No** | **Dilution** |
| **Rabbit anti-DJ-1** | Cell Signaling | DP29E25/XP  5933P | 1:1000 |
| **Mouse Anti-Beta-actin (Human)** | Sigma | A1978 | 1:10000 |
| **Mouse Anti-Alpha-actin (Mouse)** | Merck Millipore | MAB1501 | 1:6000 |
| **Anti-Rabbit IgG (H+L) 800** | Cell Signaling | 5151 | 1:5000 |
| **Anti-Mouse IgG HRP** | Merck Millipore | GENA931 | 1:10000 |
| **Anti-Rabbit IgG HRP** | Jackson Laboratories | 111035003 | 1:10000 |
| **Immunofluorescence staining** | | | |
| **Antibody** | **Vendor** | **Cat No** | **Dilution** |
| **Rat Anti-KI67** | Thermo Fisher | 14-5698-82 | 1:1000 |
| **Rabbit Anti-IBA1** | Wako/Fujifilm | 019-19741 | 1:1000 |
| **Chicken Anti-TH** | Abcam | Ab76442 | 1:1000 |
| **Anti-Rat IgG-Alexa Fluor 594** | Thermo Fisher | A-11007 | 1:1000 |
| **Anti-Chicken IgG-Alexa Fluor 488** | Thermo Fisher | A-11039 | 1:1000 |
| **Anti-Rabbit IgG-Alexa Fluor 647** | Thermo Fisher | A-21244 | 1:1000 |
| **Mouse Anti-SSEA4** | Merck Millipore | MAB4304 | 1:1000 |
| **Mouse Anti-TRA-1-60** | Merck Millipore | MAB4360 | 1:1000 |
| **Rabbit Anti-OCT4** | Abcam | Ab19857 | 1:1000 |
| **Mouse Anti-SOX2** | Santa Cruz Biotechnology | Sc-365823 | 1:1000 |
| **Anti-Mouse IgG 488** | Invitrogen | A11001 | 1:1000 |
| **Anti-Rabbit IgG 647** | Invitrogen | A27040 | 1:1000 |

# Supplementary material for: PARK7/DJ-1 deficiency impairs microglial activation in response to LPS-induced inflammation
**Source:** J Neuroinflammation. 2024 Jul 16;21:174. doi: 10.1186/s12974-024-03164-x
**Supplement:** Supplementary file 6 — Supplementary Material 6.

**Table S2. Growth factor supplements for iPSC-derived microglia-like cells.**

| Differentiation Step | Medium  (Vendor, reference) | Growth factors, cytokines and other supplements |
| --- | --- | --- |
| Fibroblasts | DMEM, Gibco 41965-039 | 10% FBS,  1% Penicillin/Streptomycin |
| iPSCs | mTeSR™ Plus Kit (StemCell technologies, 100-0276) | mTeSR™ 5X Supplement (StemCell Technologies, 100-0276) |
| Embryoid Bodies | mTeSR (StemCell technologies, 100-0276) | mTeSR, 50 ng/ml BMP4 (Invitrogen, PHC9534),  50 ng/ml VEGF (Invitrogen, PHC9394),  20 ng/ml SCF (Miltenyi, 130-096-695) |
| Macrophage Precursor Factory | X-VIVO 15 (Lonza LZBE04-418F) | 100 U/ml Penicillin-Streptomycin (P/S 100x, Gibco 15140-122),  GlutaMax 2 mM (Gibco, 35050-038),  50 µM β-mercaptoethanol (Gibco, 31350-010),  100 ng/ml M-CSF (Invitrogen, PHC9501),  25 ng/ml IL-3 (Invitrogen, PHC0033) |
| Microglia-like Cells | Advanced DMEM (Thermo Fisher, 12634010) | 100 U/ml Penicillin-Streptomycin (P/S 100x, Gibco 15140-122),  GlutaMax 2 mM (Gibco, 35050-038), 1 in 100 N2 (Gibco 17502-001),  50 µM β-mercaptoethanol (Gibco, 31350-010),  10 ng/ml GM-CSF (Peprotech, 300-03-50ug),  100 ng/ml IL-34 (Peprotech, 200-34-100ug) |

# Supplementary material for: PARK7/DJ-1 deficiency impairs microglial activation in response to LPS-induced inflammation
**Source:** J Neuroinflammation. 2024 Jul 16;21:174. doi: 10.1186/s12974-024-03164-x
**Supplement:** Supplementary file 7 — Supplementary Material 7.

**Table S3. List of mouse and human primers used for qPCR analyses.**

| **Gene** | **PCR primer sequence (5’-3’)** |
| --- | --- |
| ***Gapdh*** | Forward: TGCGACTTCAACAGCAACTC  Reverse: CTTGCTCAGTGTCCTTGCTG |
| ***Adgre1*** | Forward: TCTGGGGAGCTTACGATGGA  Reverse: GAATCCCGCAATGATGGCAC |
| ***Park7*** | - Forward: GCGGCTGCAGTCTTTAAGAAA   Reverse: CCTCCTGGAAGAACCACCAC |
| ***Cxcl9*** | Forward: GCTGTTCTTTTCCTCTTGGGC  Reverse: ATTCCTTATCACTAGGGTTCCTCG |
| ***Ifi214*** | Forward: CTTCCCAACCTATGTCCACCAC  Reverse: GAATGGCTTGGTTCCTTCGGGA |
| ***Ciita*** | Forward: AACTGCGACCAGTTCAGCAA  Reverse: TCTGCTCCAATGTGCTTGAAGA |
| ***Mki67*** | Forward: CCTGCCTGTTTGGAAGGAGTAT  Reverse: TTGGCTTGCTTCCATCCTCA |
| ***Mog*** | Forward: TGCTGACTCTCATCGCACTT  Reverse: CTTCGGTGCAGCCAGTTGTA |
| ***Mobp*** | Forward: CAGACCGGCACGGATGAAAA  Reverse: CCTCCTCAATCTAGTCTTCTGGC |
| ***Gfap*** | Forward: AGAAAGGTTGAATCGCTGGA  Reverse: TCTTGCATGTTACTGGTGGC |
| ***Ntsr2*** | Forward: GGTGAGACACAAGGATGCCA  Reverse: CAGTCCATCCATCATCGGGG |
| ***Tubb3*** | Forward: TGAGGCCTCCTCTCACAAGTA  Reverse: CCGCACGACATCTAGGACTG |
| ***NeuN*** | Forward: ACACACACACTCCATACTGAGG  Reverse: GCTCTGGGCTCTCTGTTTGC |
| ***Gpr34*** | Forward : GGAAAGCTTCAACTCAGTTCCTG  Reverse : TCCATGAGAGGAGCAAAGCC |
| ***Olfml3*** | Forward: TGTTAGACGGCACCCAGAAC  Reverse: CCACTGTTCGGTTTGCCAAG |
| ***Mefv*** | Forward: TCATCTGCTAAACACCCTGGA  Reverse: GGGATCTTAGAGTGGCCCTTC |
| ***Il6*** | Forward: ACCGCTATGAAGTTCCTCTC  Reverse: CTCTGTGAAGTCTCCTCTCC |
| ***GAPDH*** | Forward: TGCACCACCAACTGCTTAGC  Reverse: GGCATGGACTGTGGTCATGA |
| ***OCT4*** | Forward: TCCACTTTGTATAGCCGCTGG  Reverse: TCTCCCCAGCTTGCTTTGAG |
| ***SOX2*** | Forward: TTTGTCGGAGACGGAGAAGC  Reverse: TAACTGTCCATGCGCTGGTT |
| ***GPR34*** | Forward: GCGAACCTGAACTTTAATGCAA  Reverse: GTCGCAACCTTTCACCGTTT |
| ***TREM2*** | Forward: GGGAGTCTGAGAGCTTCGAG  Reverse: TGGGTGGGAAGGGGATTTCT |
| ***P2RY12*** | Forward: TTCAAACCCTCCAGAATCAACAG  Reverse: GTGCACAGACTGGTGTTACC |

How the deposited data were processed for this re-analysis (not part of the article)

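The data were the RNA-sequencing libraries of MACS-isolated CD11b+ brain cells from 19 male mice. They comprised 5 *PARK7*/DJ-1 KO and 5 wildtype mice 6 h after an intraperitoneal injection of LPS (4 μg/g body weight), and 5 KO and 4 wildtype mice at baseline. The authors prepared stranded total RNA libraries after ribosomal depletion, sequenced paired reads of 75 bp, trimmed them with Cutadapt, and aligned and counted them with STAR on GRCm39 with an Ensembl annotation. The deposited values are raw counts of reads per Ensembl gene for each mouse, for 56980 genes, which the authors did not normalize. Each column was assigned to its mouse by its name and the labels, and no other column held values. Total counts per library ranged from 11936364 to 22788884 with a median of 17211939, so that 3 counts correspond to 0.139 to 0.256 CPM. Such limits cover counting error only. Every pair of libraries within a group differed by more than sampling noise in a chi-square test of their counts, so each library was used as 1 replicate.

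Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), which left 18739 genes, 14469 of them protein-coding. Library sizes were normalized with TMM, and all 19 libraries entered one quasi-likelihood fit with 4 groups. The contrasts were KO against wildtype after LPS and at baseline, LPS against baseline in each genotype, and the interaction of genotype and LPS. KO against wildtype used an unadjusted p-value under 0.05 and |log2FC| of at least 0.5, as in the paper. LPS against baseline used an adjusted p-value under 0.05 and the same fold change, as in the paper, and the interaction an adjusted p-value under 0.05. P-values were adjusted with the Benjamini-Hochberg method. The SE of a log2FC was taken as its size divided by the square root of the F statistic. CPM values are counts scaled to the library's total after TMM normalization. Log2 CPM values used a prior count of 2 and served the exact two-sided permutation tests of named genes, which were added after the edgeR results were seen. Gene sets were tested with camera of limma 3.58.1 with the correlation between genes estimated from the data. Names and coordinates came from GENCODE M39 on the same genome build, which named 56236 of the 56980 genes.

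The genes named in the text were set by a rule written before the counts were seen. It takes every gene that the paper's text, Fig. 2C or Fig. 2F names for these mice, and the members of the GO terms named in the text. It adds the genes of the sets, the genes within 2 Mb of *Park7*, and in each KO against wildtype comparison the 5 genes per direction with the smallest p-value among those past the thresholds whose groups did not overlap. The gene sets were the cluster markers of Table S4, a list of type II interferon response genes and a list of antioxidant genes. Marker lists of other cell types were written at the same time.

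The scripts were tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed by known folds. Of the 192 changed genes that passed the filter, 64.1% had an adjusted p-value under 0.05, with 46.8% of the 2-fold and 80.6% of the 4-fold changes, and so did 4 of 17752 unchanged genes. DESeq2 found 70.9% of the changed genes and called 24 unchanged genes. The interaction contrast found 42.7%. Each gene was drawn independently, so spread shared across genes was not simulated and these shares need not carry over to the real libraries.

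Alternatives set before the data were examined were the threshold, no low-count filter, a filter of at least 10 counts in every sample, DESeq2's size factors in edgeR, DESeq2 1.42.0 with all groups or the 2 groups compared, edgeR with the 2 groups compared, the replicate number of the labels as a block, the animal number as a covariate, ribosomal RNA and mitochondrial genes left out, a fixed correlation between genes of 0.01, set genes of Table S5 left out, and each mouse left out in turn. The pairing by replicate number comes from the labels only, and same-numbered mice are different animals. A marker score of other brain cells as a covariate was added after the first principal components were seen. The GO enrichment with DAVID was not rerun, and the genes the paper lists under its terms were used. Some members of the GO terms are not reported here. The single-cell, human and qPCR data of the paper were not used here.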

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

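Of the tests below, the 1 that leaves out each mouse in turn for *Cxcl9* was chosen after its values were seen. In each of the 68 groups of libraries of a named gene, the gap of the highest or lowest library to its nearest neighbour was compared with the range of the group. A far library was found in 8 groups (11.8%), where about 1 in 20 is what chance gives. Replicate 4 of the wildtype mice after LPS was far for both *Serpina3g* and *Ido1*, and each of the other far libraries for a single gene. For a single mouse the design gives no biological explanation to test.

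Among wildtype mice after LPS, *Park7* reached 32.1 CPM in replicate 3 against 22.3 to 24.5 CPM in the others (gap 0.783 of the range). *Serpina3g* reached 20.0 CPM in replicate 4 against 5.54 to 8.70 CPM (gap 0.782), and *Ido1* 2.73 CPM in replicate 4 against 0.263 to 0.853 CPM (gap 0.761). The higher *Park7* library belongs to the genotype with the higher level, so it adds to the difference from KO. The log2FC of *Serpina3g* stayed between -2.22 and -1.40 with each mouse left out in turn. *Ido1* rests on 42 counts in that library and on at most 10 in each of the others.

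Among KO mice after LPS, *Tnfrsf9* reached 3.35 CPM in replicate 3 against 0.559 to 1.14 CPM (gap 0.791), still below every wildtype mouse. *Ifng* reached 0.280 CPM in replicate 4 against 0 to 0.0598 CPM (gap 0.786), which is 5 counts against 0 or 1. *Gbp8* was lowest in replicate 5, with 0.361 CPM against 1.03 to 1.17 CPM (gap 0.821), which is 5 counts against 18 to 21. For *Ifng* and *Gbp8*, counts this low limit what the gap can show.

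At baseline, *Cxcl9* reached 6.00 CPM in wildtype replicate 2 against 0.209 to 0.920 CPM in the others (gap 0.877). A candidate explanation for the lower *Cxcl9* of KO mice at baseline is this single library. Over the 9 fits that each left out one mouse, the log2FC nearest 0 was -0.30, with an unadjusted p-value of 0.595, and 8 of the 9 fits had an unadjusted p-value under 0.05. In these libraries, the difference at baseline therefore cannot be told apart from a high value in 1 wildtype mouse. The paper also reports lower *Cxcl9* in KO by qPCR, with CD11b+ samples of further mice and in bone marrow-derived macrophages. Those data were not used here. *Elf3* reached 1.10 CPM in KO replicate 4 against 0 to 0.162 CPM (gap 0.853), which is 21 counts against 3 or fewer, and no cause of it was tested.

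*Xist* was counted in every library of these male mice, with at most 38 counts. It had 1 to 38 counts (median 7) in wildtype and 1 to 8 counts (median 3) in KO mice. RNA from female cells in some wildtype libraries may explain the higher values. The highest wildtype count was 5.43 times the median of the wildtype libraries, while *Ddx3y*, a gene of the Y chromosome, had 1328 to 3061 counts in every library. The counts cannot settle whether these libraries hold female RNA, and no biological explanation was tested.

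No difference in the LPS response between genotypes passed the adjusted threshold among the 24 named genes tested, and 8 of them had an unadjusted p-value under 0.05.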

How the results depend on the processing

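The alternatives below were set before the data were examined, apart from the marker score of other brain cells, which was added after the first principal components were seen. The counts of KO against wildtype depended on the processing. With an adjusted p-value under 0.05 in place of the unadjusted one, 0 genes were higher and 2 lower in KO after LPS, and 0 and 1 at baseline, against 482 and 195 genes with an unadjusted p-value under 0.05. The 2 genes after LPS were *Park7* and *Tnfrsf9*. DESeq2 on all groups added *Rn18s-rs5* and *Gm42984*, DESeq2 on the 2 groups compared added *Rn18s-rs5*, and edgeR on the 2 groups compared and the replicate block kept *Park7* alone. At baseline, edgeR on the 2 groups compared gave 0 genes. The adjusted p-value of *Park7* at baseline reached 0.0604 over the 9 other alternatives. After LPS it reached 0.0544 with one mouse left out. Without the low-count filter, 347 were higher and 507 lower after LPS, and 241 and 439 at baseline. With at least 10 counts in every sample, these counts were 42, 69, 6 and 52, and *Park7* and *Tnfrsf9* were among the genes no longer tested. With DESeq2 and all groups, they were 209, 262, 109 and 223. With DESeq2 on the 2 groups compared, 104 were higher and 226 lower at baseline, and 471 genes were higher after LPS in wildtype only. With edgeR on the 2 groups compared, 36 were higher and 69 lower after LPS. The genes lower at baseline were 189 with the replicate block and 214 with the animal number as a covariate. With the marker score as a covariate, 221 were lower after LPS, and 87 were higher and 187 lower at baseline. The cause of these changes was not tested. Low counts limit the KO against wildtype calls, since 75 of 245 after LPS and 64 of 150 at baseline had fewer than 10 counts per library.

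Same-numbered KO and wildtype mice at baseline had a mean correlation of -0.00632 of their deviations, across genes, and the pairing by number had 45 higher and 189 lower genes at baseline.

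Across the fits that each left out one mouse, 100 to 204 genes were higher and 105 to 270 lower in KO after LPS, and 30 to 94 were higher and 67 to 153 lower at baseline. The genes higher after LPS only in wildtype ranged from 252 to 482, and only in KO from 390 to 791. The genes higher after LPS in both genotypes ranged from 3007 to 3283 in these fits and from 2386 to 3257 over the 10 other alternatives. In none of these did a gene have an adjusted p-value under 0.05 in the interaction, for which 180 genes had an unadjusted p-value under 0.05 with all mice. The interaction cannot be fitted on 2 groups.

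The median of the antioxidant genes after LPS changed sign to 0.0010 with at least 10 counts in every sample, 0.0095 with DESeq2's size factors and 0.033 with the replicate block. At baseline it was 0.074, 0.087 and 0.11 in these fits and 0.11 with the animal number, no longer with an unadjusted p-value under 0.05. The median of the Cluster 3 markers at baseline changed sign to 0.0035 without ribosomal RNA and mitochondrial genes. With the correlation between genes fixed at 0.01, the Cluster 4 markers (0.038 after LPS, 0.034 at baseline), the Cluster 5 markers after LPS (-0.12) and the type II interferon genes at baseline (-0.057) had unadjusted p-values under 0.05. Over the 7 alternatives, camera's unadjusted p-values ran from 6.5e-14 to 0.056 for the type II interferon genes after LPS. For the antioxidant genes at baseline they ran from 0.000512 to 0.0762. Without the genes of Table S5, the type II interferon genes after LPS had a median of -0.22 and an unadjusted p-value of 0.056. The cause of these changes was not tested.

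With each mouse left out, the medians after LPS ranged from -0.087 to 0.069 for Cluster 3, from -0.0055 to 0.068 for Cluster 4, from -0.19 to -0.039 for Cluster 5, from -0.37 to -0.096 for the type II interferon genes and from -0.037 to 0.081 for the antioxidant genes. At baseline they ranged from -0.062 to 0.040, from -0.037 to 0.087, from -0.058 to 0.040, from -0.13 to 0.0061 and from 0.070 to 0.16. Of the named genes, none changed direction under an alternative. Of their values, 415 kept their side of the threshold, 40 moved out of it and 39 into it. The adjusted p-value of *Tnfrsf9* after LPS reached 0.0953 with one mouse left out and 0.240 over the 9 other alternatives.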

Differences from the paper's values

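The paper reports 474 DEGs for KO versus wildtype after LPS, and 245 genes passed the same thresholds here. Of the alternatives set before the data were examined, DESeq2 with all groups (471) and with the 2 groups compared (344) came within 1.5 times the paper's value, as did 3 fits that left out one mouse and the marker score of other brain cells as a covariate (368), which was chosen after seeing the values, and the others did not. The paper reports 227 upregulated DEGs against 102 here. DESeq2 with all groups (209) and 2 fits that left out one mouse came within that range, and the other alternatives set before the data were examined did not. The paper reports 247 downregulated DEGs against 143 here. DESeq2 with all groups (262) or the 2 groups compared (213), the animal number as a covariate (174) and 5 fits that left out one mouse came within that range, as did the marker score (221), which was chosen after seeing the values, and the other alternatives did not.

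At baseline, the paper reports 308 DEGs against 150 here. Of the alternatives set before the data were examined, DESeq2 with all groups (332) or the 2 groups compared (330), the replicate block (234) and the animal number (253) came within 1.5 times the paper's value, as did the marker score, which was chosen after seeing the values, and the others did not. The paper reports 103 upregulated DEGs against 42 here. DESeq2 with all groups (109) or the 2 groups compared (104) and 2 fits that left out one mouse came within that range, as did the marker score of other brain cells (87), which was chosen after seeing the values, and the others did not. The paper reports 205 downregulated DEGs against 108 here. DESeq2 with all groups (223) or the 2 groups compared (226), the replicate block (189), the animal number (214) and 1 fit that left out one mouse came within that range, as did the marker score (187), chosen after seeing the values, and the other alternatives did not.

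Of the genes of Table S5 matched by name, 91 of 218 upregulated and 117 of 236 downregulated after LPS passed here, and 36 of 103 and 73 of 198 at baseline. With DESeq2 on all groups, 183 and 214 passed after LPS, and 93 and 160 at baseline. With DESeq2 on the 2 groups compared, 108 and 147 passed after LPS, and 66 and 116 at baseline. Without the low-count filter, 149 and 203 passed after LPS, and 80 and 144 at baseline.

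The paper lists *Cacna1a* and *Hip1* as upregulated after LPS. Their log2FC values here were 0.497 and 0.55, and neither passed the thresholds. *Cacna1a* passed with DESeq2's size factors, with DESeq2 in both fits and with edgeR on the 2 groups compared. *Hip1* passed in these 4, without the low-count filter and with the animal number, and with the marker score, which was chosen after seeing the values. The paper's discussion names *Oasl2* and *Ifi213* as lower after LPS, and neither was found in Table S5. Their log2FC values here were -0.47 and -0.49, below the fold change threshold. *Oasl2* passed under no alternative, and *Ifi213* without the low-count filter and with the animal number. The paper lists *Tnfrsf9* as lower and *Elf3* as higher at baseline, and neither passed here. Both passed without the low-count filter and with DESeq2 on all groups. The paper lists *Ifng*, *Ido1* and *Adamts13*, which the low-count filter removed here. *Ifng* and *Ido1* passed without the filter and with DESeq2 in both fits, and *Adamts13* without the filter and with DESeq2 on all groups.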

Other observations

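The tests of RNA from other brain cells, of the NK and T cell score as a covariate, of the matched gene lists and the exact permutation tests of named genes were chosen after the results they bear on were seen, and the other tests were set before the data were examined. They are reported as tests on the same data.

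The number of genes past the thresholds between KO and wildtype mice was set against other splits of the same mice. After LPS, all 16 splits that part every same-numbered pair gave at least 245 genes, the split by genotype included, with a median of 580. The 84 other splits run, which part fewer pairs, gave as many in 77 cases. At baseline, 12 of 16 such splits gave at least 150 genes, and 47 of the 84 others. With 16 splits no share under 0.05 is possible. Counted by adjusted p-value, 1 of the 16 splits, the split by genotype, gave as many as 2 genes after LPS, and so did 4 of the 84 others. For LPS against baseline, the split by treatment was the 1 of 16 splits with as many genes in wildtype and also the 1 of 16 in KO mice, and 0 of 34 other splits in either genotype gave as many. For the interaction, 160 genes had an unadjusted p-value under 0.05 and |log2FC| of at least 0.5, and 49 of 50 swaps of the genotype labels within same-numbered pairs gave as many, with a median of 374. The number of unadjusted KO against wildtype calls therefore cannot be told apart from that of arbitrary splits.

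The simulated data of the same size gave adjusted calls for 64.1% of the changed genes and for 80.6% of the 4-fold changes. The simulated genes varied independently of each other, so spread shared across genes was absent and these shares need not carry over. With edgeR's test, 4.45% of the unchanged simulated genes had an unadjusted p-value under 0.05, against 2.57% of the real genes after LPS. A candidate explanation for the small number of adjusted calls was RNA from other brain cells. The first principal component within groups held 42.6% of the variance. It followed the mean log2 CPM of oligodendrocyte, astrocyte, neuron and endothelial marker genes over the 19 libraries (Pearson's r = 0.935, permutation p = 1e-05, the smallest these permutations can give, and Spearman's rho = 0.911), and r was 0.909 without the 2 libraries farthest from the median. This is in line with RNA from other brain cells driving much of the spread between libraries. With that score as a covariate, 2 genes after LPS, *Park7* and *Tnfrsf9*, had an adjusted p-value under 0.05, as without it, and 768 had an unadjusted one, against 482 without it. This score did not account for the small number of adjusted calls, and the spread it does not capture was not tested.

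*Tnfrsf9* starts 115 bp from *Park7* on the opposite strand, and besides *Park7* it was the one gene with an adjusted p-value under 0.05 after LPS in the edgeR fit of all groups. The inactivated *Park7* allele, or the chromosome segment that comes with it, may lower *Tnfrsf9*. Within 5 Mb of *Park7*, these 2 genes left out, 2 of 137 genes passed the thresholds after LPS against 241 of 18600 elsewhere (Fisher's exact test, two-sided, p = 0.699). The 2 genes were *Gm13166* and *5830444B04Rik*, named after their values were seen. At baseline, 3 of 137 passed against 146 elsewhere (Fisher's exact test, p = 0.0961). One of these 3 was *Errfi1*, which lies 26176 bp from *Park7* and was higher in KO, opposite to *Tnfrsf9*. Its log2FC at baseline was 0.51, with an unadjusted p-value of 0.00695, an adjusted p-value of 1.00 and an exact two-sided permutation p-value of 0.00794, and from 0.47 to 0.53 over the 10 other alternatives. After LPS its log2FC was 0.11. The test does not reach an effect confined to the adjacent gene, so *Tnfrsf9* cannot be told apart from such an effect. The baseline test of *Tnfrsf9* had an unadjusted p-value of 0.0626 at 0 to 7 counts. Fewer lymphocytes in the KO samples could also lower it. With a score of NK and T cell markers as a covariate the log2FC after LPS was -3.23 (adjusted p = 0.0650 from edgeR's test), against -3.67 without it. Its adjusted p-value ranged from 4.9e-09 to 0.240 over the 9 other alternatives. Most of the fold change remained with this score, and fewer lymphocytes were not excluded.

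*Ifng* is a gene of lymphocytes, and fewer NK and T cells among the CD11b+ cells of KO mice may explain its lower counts. Of 22 NK and T cell markers, 8 were tested and not in Table S5. After LPS their median log2FC was -0.69, 7 of 8 were lower in KO, and camera gave an unadjusted p-value of 0.0310 and an adjusted one of 0.294 over the 24 marker set tests run. At baseline the median was -0.55, 8 of 8 were lower, and the unadjusted p-value was 0.0397. Over the 10 LPS libraries, log2 CPM of *Ifng* followed the score (Pearson's r = 0.810, permutation p = 0.00296, and Spearman's rho = 0.806, permutation p = 0.00723), and r was 0.651 without the 2 libraries farthest from the median. With group means removed, r was 0.758 (permutation p = 0.0071), rho was 0.855, and r was 0.694 without those 2. The set fails the correction over the 24 tests. A lower share of lymphocytes remains a hypothesis that these libraries cannot settle. The paper measured brain lymphocytes by flow cytometry at baseline and 24 h after LPS, and describes similar neuroinflammation in the genotypes. That measurement was not of the magnetically sorted CD11b+ cells and did not include 6 h after LPS.

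The type II interferon genes were lower in KO after LPS, with a median of -0.29 over 39 genes, and 3 explanations were tested. With the NK and T cell score as a covariate the median was -0.10 and the unadjusted p-value 0.196, so the pattern cannot be told apart from fewer NK and T cells. With the score of other brain cells it was -0.27, with an unadjusted p-value of 0.0311, so that score did not account for it. Among 10000 random lists matched on expression, GC content and gene length, the lowest median was -0.084, so these properties did not account for it either. The set had an adjusted p-value of 0.127 over the 10 set tests. Marker sets of other immune cells were also tested with camera after LPS. The 5 monocyte markers were all lower in KO (median log2FC -0.51, unadjusted p-value 0.0518). Of 4 dendritic cell markers, 3 were higher (median log2FC 0.32, unadjusted p-value 0.0484). Each set had an adjusted p-value of 0.294 over the 24 marker set tests. No fit with either as a covariate is reported here, so a change in these cells was not excluded.

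Genes higher after LPS in only one genotype may differ from the shared ones by crossing a threshold. Of these 905 genes, 98.0% had a log2FC above 0 after LPS in the other genotype. Their interaction had an adjusted p-value under 0.05 for 0 genes and an unadjusted one for 42 (4.64%), against 0.961% of all genes tested. Threshold crossing can give this pattern. A difference in the LPS response was not shown for any of these genes and was not excluded.

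*Rn18s-rs5*, a ribosomal RNA gene, was the gene with the smallest p-value among those higher in KO after LPS (log2FC 3.03, unadjusted p-value 0.000155, adjusted p-value 0.726), and Table S5 lists it. Its adjusted p-value was 0.00140 with DESeq2 on all groups and 0.000807 with DESeq2 on the 2 groups compared, and from 0.000807 to 1.00 over the 9 other alternatives. Residual ribosomal RNA that differs between libraries may explain it. Its share of counts ran from 0.0483% to 0.906% among the KO mice, an 18.8-fold range, and from 0.0283% to 0.0552% among the wildtype mice, a 1.95-fold range. The medians of the 2 groups differed 4.92-fold, less than the range within the KO mice. Among wildtype mice at baseline the range was 6.56-fold. The shares of the 2 groups overlapped. After TMM normalization, the lowest of the 5 KO values was 550 CPM and the highest of the 5 wildtype values 533 CPM, so a genotype effect was not excluded.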
